# Transcriptome and DNA Methylome Analysis in a Mouse Model of Diet-Induced Obesity Predicts Increased Risk of Colorectal Cancer

**DOI:** 10.1016/j.celrep.2017.12.071

**Published:** 2018-01-16

**Authors:** Ruifang Li, Sara A. Grimm, Deepak Mav, Haiwei Gu, Danijel Djukovic, Ruchir Shah, B. Alex Merrick, Daniel Raftery, Paul A. Wade

## Abstract

Colorectal cancer (CRC) tends to occur at older age; however, CRC incidence rates have been rising sharply among young age groups. The increasing prevalence of obesity is recognized as a major risk, yet the mechanistic underpinnings remain poorly understood. Using a diet-induced obesity mouse model, we identified obesity-associated molecular changes in the colonic epithelium of young and aged mice, and we further investigated whether the changes were reversed after weight loss. Transcriptome analysis indicated that obesity-related colonic cellular metabolic switch favoring long-chain fatty acid oxidation happened in young mice, while obesity-associated downregulation of negative feedback regulators of pro-proliferative signaling pathways occurred in older mice. Strikingly, colonic DNA methylome was pre-programmed by obesity at young age, priming for a tumor-prone gene signature after aging. Furthermore, obesity-related changes were substantially preserved after short-term weight loss, but they were largely reversed after long-term weight loss. We provided mechanistic insights into increased CRC risk in obesity.

## INTRODUCTION

Colorectal cancer (CRC) is the third most common cancer worldwide (Ferlay et al., 2015). CRC tends to occur at a later age (>50 years old), however, CRC incidence rates have been increasing dramatically among young age groups (Siegel et al., 2017). The increasing prevalence of obesity is recognized as a major risk for CRC (Renehan et al., 2008), yet the molecular underpinnings of the link remain incompletely resolved, and even less is known about the molecular events that initiate the process. Mechanistic insights are urgently needed to pave the way for effective prevention of CRC development in obese humans. Weight loss seems to be a logical strategy to reduce CRC risk, but it is unclear whether obesity-associated changes in the colonic epithelium can be reversed after weight loss.

Epigenetic mechanisms are fundamental to phenotypic changes induced by environmental and lifestyle factors. Regarding epigenetic mechanisms underlying the link between obesity and CRC, DNA methylation is a prime candidate. First, aberrant DNA methylation is observed in virtually all CRCs (Lao and Grady, 2011); second, DNA methylation responds to obesity and weight loss leading to gene expression changes (Barres et al., 2013); and third, DNA methylation changes can persist even after the original stress/stimulus is gone (Chen et al., 2016).

To mimic human obesity, we employed a diet-induced obesity mouse model, which exhibits metabolic dysfunctions (Collins et al., 2004) and increased incidence of colon cancer (Tuominen et al., 2013) as in obese humans. To understand the mechanisms of how obesity and weight loss shape the predisposition to CRC in mice at physiologically relevant settings as in humans (Jackson et al., 2017), we examined molecular pathophysiologic changes in the colonic epithelium at two time points that are equivalent to human young (~30 years old) and older age (~50 years old). Six-week-old male C57BL/6J mice were fed a low-fat diet for 20 (or 43) weeks (LF: control mice), a high-fat diet for 20 (or 43) weeks (HF: obese mice), or a high-fat diet for 15 weeks and then switched to a low-fat diet for another 5 (or 28) weeks (HF-LF: formerly obese mice). To globally map obesity-associated changes in DNA methylation and gene expression, we performed whole-genome bisulfite sequencing (WGBS) and RNA sequencing (RNA-seq) analyses in the colonic epithelium from those mice (Table S1). We first compared young and aged obese mice with their age-matched control mice to gain insights into obesity-induced molecular pathophysiological changes in the colon at different stages of life, and then we explored data from formerly obese mice to investigate whether those changes can be reversed after weight loss.

## RESULTS

### Dysregulation of Metabolic and Cancer-Related Genes in Colonic Epithelium of Young Obese Mice

Comparing young obese mice with age-matched control mice, 287 differentially expressed genes (DEGs) were identified using DESeq2 (Figure 1A; Table S2A). Gene expression changes were validated using real-time RT-PCR (Figure S1A). To understand the biological functions of obesity-associated DEGs, we performed Ingenuity Pathway Analysis (IPA) and gene ontology (GO) analysis. Obesity-associated DEGs were significantly enriched with genes involved in metabolic processes, such as lipid metabolism, carbohydrate metabolism, and energy production, and they were predominantly associated with cancer (249 of 287 DEGs) and gastrointestinal disease (220 of 287 DEGs) (Figure 1B; Table S2C). Since metabolic reprogramming is a hallmark of cancer (Hanahan and Weinberg, 2011), we asked whether dysregulated metabolic genes in young obese mice were related to cancer. Indeed, they largely overlapped with cancer-related DEGs (Figures 1C and S1B). We further examined whether those dysregulated metabolic genes were also differentially expressed in human CRC. The majority showed the same direction of change as in young obese mice in at least one dataset comparing human CRC with normal colon/rectum (Figure 1D). Taken together, we propose that obesity may predispose individuals to CRC via reprogramming cellular metabolism in the colonic epithelium.

### A Metabolic Switch Favoring Long-Chain Fatty Acid Oxidation in Colonic Epithelium of Young Obese Mice

Colonocytes normally use butyrate, a short-chain fatty acid derived from colonic fermentation of dietary fiber, as a major energy source (Roediger, 1982). Since fecal butyrate production was reduced in obese mice (data not shown), colonocytes in obese mice may switch to other energy sources. In concordance with the decrease in butyrate, we observed obesity-related downregulation of Acyl-CoA synthetases (*Acss1*, *Acss2*, and *Acsm3*) and Acyl-CoA dehydrogenase (*Acadsb*) that are specifically responsible for short- and medium-chain fatty acid activation and dehydrogenation during fatty acid oxidation (Table S2A). In contrast, we noticed obesity-related upregulation of *Slc27a2* and *Acaa1b* (Table S2A), which are engaged in long-chain fatty acid activation and thiolysis, respectively, implying an increase in long-chain fatty acid oxidation; consequently, the level of C12 acylcarnitine, an intermediate metabolite of long-chain fatty acid oxidation, increased in the colonic epithelium of young obese mice (Figure S1C). Consistent with the notion that long-chain fatty acid oxidation inhibits glucose utilization (Hue and Taegtmeyer, 2009), we saw concurrent downregulation of glucose metabolism genes, such as *Slc2a4* (glucose transporter), *Pfkm* (phosphofructokinase), and *Pdp1* (PDH phosphatase) (Table S2A). Collectively, our data indicate that obesity triggered a metabolic switch favoring long-chain fatty acid oxidation in the colonic epithelium. This likely reflects an adaptation to nutrient availability; nevertheless, it can boost colonic stem cell functions and promote colon tumorigenesis (Beyaz et al., 2016), as normal and cancer stem cells benefit from active fatty acid oxidation for their maintenance and function (Carracedo et al., 2013). Moreover, diminished utilization of butyrate and glucose in colonic epithelium of obese mice resembled the changes of cellular energy metabolism during colon tumorigenesis (Zhang et al., 1998).

### Altered Colonic Cellular Metabolic Profile in Young Obese Mice Resembles that of CRC

As a reflection of gene expression changes, the metabolome of colonic epithelium was also altered in young obese mice. In line with obesity-associated upregulation of *Slc7a9*, an amino acid transporter (Table S2A), targeted metabolomics analysis revealed significant increases in the levels of most amino acids in the colonic epithelium of young obese mice (Table S3A), reminiscent of a metabolic trait observed in human colon cancer (Hirayama et al., 2009). In addition, we detected a significant elevation in the level of acetylcholine (Figure S1D), which promotes colon cancer cell proliferation, migration, and invasion (Belo et al., 2011; Cheng et al., 2008). On the other hand, untargeted lipidomics analysis showed that phospholipids of specific molecular species were significantly reduced in the colonic epithelium from young obese mice (Table S3B), in keeping with obesity-associated dysregulation of phospholipid metabolism genes, such as *Lpcat1* and *Lpcat4* (Table S2A). Collectively, our data demonstrate that obesity-associated gene expression changes resulted in a cellular metabolic profile reminiscent of that of colon cancer in many aspects.

### Obesity-Related DNA Methylation Changes Occur at Distal Regulatory Regions

To explore the epigenetic basis of obesity-associated gene expression changes, we performed WGBS in the colonic epithelium (average coverage >25× and ~82.5% of CpGs with coverage ≥10× per group; Table S1A). Additionally, we carried out deep sequencing (>2,500×coverage) of bisulfite PCR amplicons (BSP-seq) containing 233 randomly selected CpG sites. Methylation levels of those CpG sites showed a strong correlation between WGBS and BSP-seq (Figure S2A), suggesting that the WGBS data coverage is sufficient. Since non-CpG methylation is rare in mouse colonic epithelium (data not shown), we studied only CpG methylation in detail. In all three experimental groups, the distribution of methylation level of single CpG sites was largely bimodal (Figure S2B), and promoters and CpG islands were lowly methylated while repetitive elements (LINE, SINE, and LTR) were highly methylated (Figure S2C), indicating that no global differences in DNA methylation were observed comparing the three groups.

Next, we used the Rao Scott Likelihood Ratio Test to identify differentially methylated regions (DMRs); 4,123 regions gained DNA methylation (hyper-DMRs) and 4,076 regions lost DNA methylation (hypo-DMRs) in obese mice compared with control mice (Figure 2A; Table S4A). Although most DMRs are outside of known gene promoters (Figure 2C), the underlying DNA sequences of obesity-associated DMRs are conserved across placental mammals (Figure 2B). We next examined whether obesity-associated DMRs overlapped with annotated genomic features and experimentally defined functional genomic elements. Higher percentages of DMRs than control regions coincided with regions marked by H3K4me1, H3K4me3, and DNase-hypersensitive sites (DHSs), whereas DMRs rarely occurred at CpG islands (Figure S2D). Furthermore, obesity-associated DMRs significantly overlapped with *cis*-regulatory regions (DHSs, promoters, enhancers, and TFBS) defined using mouse Encyclopedia of DNA Elements (ENCODE) data from over 100 mouse cell types and tissues (Figure 2D) (Yue et al., 2014). Notably, a larger number of DMRs overlapped with enhancers and H3K4me1-marked regions than with promoters and H3K4me3-marked regions (Figures 2D and S2D). Taken together, obesity-associated DNA methylation changes in the colonic epithelium mainly occurred at distal regulatory regions.

### Obesity-Related DMRs Are Significantly Associated with DEGs

Given that DMRs largely overlapped with regulatory regions in the genome, we hypothesized that obesity-related DNA methylation changes may affect gene expression. To test this hypothesis, we employed binding and expression target analysis (BETA) (Wang et al., 2013). BETA integrates differentially bound/modified regions (user-defined regions) with differential gene expression data to determine whether user-defined regions have overall activating and/or repressing functions and to detect their target genes. We ran BETA with hyper-DMRs and hypo-DMRs separately. Both types of DMRs were significantly enriched near both up- and downregulated genes, indicating that DNA methylation at distal regulatory regions may have both activating and repressing functions (Spruijt and Vermeulen, 2014); however, hyper-DMRs and hypo-DMRs were more significantly associated with downregulated and upregulated genes, respectively (Figure 3A). With a rank product (RP, equivalent to p value) cutoff of less than 0.001, BETA found 321 DMR target genes. A subset of them (108) were significantly differentially expressed (Figure 3B), while the rest exhibited a clear trend toward differential expression, although they did not reach statistical significance (Figures S3A and S3B), suggesting that obesity-associated DNA methylation changes are complementary to, but not exclusively overlapping with, changes in gene expression. Other than directly regulating transcription, altered DNA methylation may reflect historical changes or prime for future changes in gene expression.

To infer the biological impacts of obesity-associated DNA methylation changes, we performed IPA of DMR target genes. They were predominantly involved in cancer (267 of 321) and gastrointestinal disease (229 of 321), and they were significantly enriched with lipid and carbohydrate metabolism genes (Figure 3C). Correlations between DNA methylation and gene expression were shown at several metabolic genes (Figures 3D and S3C). Overall, obesity-associated DNA methylation changes were significantly associated with gene expression changes in the colonic epithelium, especially at metabolic genes related to cancer, in keeping with the notion that aberrant DNA methylation at distal regulatory regions regulates gene expression and modulates the predisposition to cancer (Aran and Hellman, 2013; Aran et al., 2013).

### Obesity-Related DNA Methylation Changes Also Prime for Future Changes in Gene Expression

To test whether obesity-related DNA methylation changes prime for future gene expression changes at a later stage of life, we ran BETA with obesity-related DMRs from young mice and differential gene expression data from aged mice. 

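The expression data from aged mice come from RNA sequencing of the colonic epithelium after depletion of ribosomal RNA. From 6 weeks of age and for 43 weeks, control (LF) mice were fed a diet with 10% of its calories from fat and obese (HF) mice a diet with 60%. The authors deposited, for each sample, the number of reads that they counted on each gene of the mouse genome mm10, without normalization. The samples carry a batch label. Batch 1 holds 4 LF and 3 HF mice and, on the weight-loss regimen, 4 HF-LF mice, which are the 11 samples that Table S1C lists for the aged mice. Batch 2 holds 4 LF, 3 HF and 5 HF-LF samples that the paper did not use, and the paper's text and the tables read here give no reason for leaving them out. Its Supplemental Experimental Procedures were not analysed here and could state one. Its samples are numbered like those of batch 1, and each was treated here as a separate mouse. The paper's methods give 5 mice per regimen, fewer than the samples of each diet in the batches together, so it is not established that every sample is a separate mouse. Between 29189922 and 46498521 reads per sample were counted on genes in batch 1, with a median of 35830760 in LF mice and 46450956 in HF mice. In batch 2, the totals lay between 31607019 and 65320947, with a median of 38794499.5 in LF mice and 45973207 in HF mice. These depths put the smallest share that 3 counts can show between 0.0459 and 0.103 CPM, and this floor covers counting error only, since reads amplified by PCR are not independent molecules. Ribosomal RNA took up 7.94% ± 1.01 (SD, n = 4) of the reads in LF mice and 5.40% ± 1.24 (SD, n = 3) in HF mice of batch 1 by the values of Table S1C (two-sided exact permutation test, p = 0.0857). Gene values are given below as CPM (counts scaled to equal library totals) after TMM normalization by edgeR within each batch. Groups were compared with edgeR's quasi-likelihood test on the genes that its expression filter kept, with Benjamini-Hochberg adjustment and the paper's thresholds (adjusted p under 0.05 and a fold change above 1.2). The biological coefficient of variation within groups was 0.158 in batch 1 and 0.102 in batch 2.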

We reasoned that, if that is true, those DMRs should also show significant association with obesity-related DEGs from aged mice. 

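The distance between DMRs of young mice and genes that differ in aged mice could be measured on 3 chromosomes, since the part of Table S4A at hand ends before the table does. It lists 1998 DMRs (980 hyper-DMRs and 1018 hypo-DMRs), of which 1586 lie on chromosomes that it covers from end to end. On these chromosomes, 2626 genes were expressed in the aged mice of batch 1, and 79 of them are among the 479 genes that Table S5A lists as differing between HF and LF mice. Since no gene passed the thresholds in edgeR's test of batch 1, this list took the place of a list made here, a choice made after that result was seen. A DMR lay within 100 kb of the transcription start of 46 of the 79 genes (58.2%) and of 1391 of the other 2547 genes (54.6%; odds ratio 1.16, 95% confidence interval 0.719 to 1.88). In a two-sided Fisher's exact test this difference had p = 0.567, adjusted p = 0.850, with Benjamini-Hochberg adjustment over the 36 tests of this kind that were computed. Among genes that Table S5A lists as lower in HF mice, 19 of 28 (67.9%) had a DMR within this distance (odds ratio 1.75, 95% confidence interval 0.753 to 4.42; Fisher's exact test, p = 0.184, adjusted p = 0.671). Among genes listed as higher, 27 of 51 (52.9%) had one (odds ratio 0.935, 95% confidence interval 0.516 to 1.70; Fisher's exact test, p = 0.887, adjusted p = 0.998). Of the alternatives that changed 1 choice at a time on these genes, a window of 10 kb moved the odds ratio most, and within it 5 of the 79 genes (6.33%) had a DMR (odds ratio 0.610, 95% confidence interval 0.191 to 1.51; Fisher's exact test, p = 0.342, adjusted p = 0.758). Counting only hypo-DMRs within 100 kb gave odds ratio 1.61, 95% confidence interval 1.00 to 2.59 for all 79 genes (Fisher's exact test, p = 0.0421, adjusted p = 0.671). A hypo-DMR lay within 100 kb of 17 of the 28 genes listed as lower (60.7%) and of 35.3% of the other genes (odds ratio 2.83, 95% confidence interval 1.24 to 6.72; Fisher's exact test, p = 0.00857, adjusted p = 0.308). This combination of lower genes with hypo-DMRs was singled out after its value was seen. Neighboring genes share DMRs and genes are not independent replicates, so these p-values take the genes as more independent than they are. In the samples of batch 2, 176 genes on the same chromosomes passed the thresholds between HF and LF mice, a list added after the data had been seen. A DMR lay within 100 kb of 89 of them (50.6%; odds ratio 0.836, 95% confidence interval 0.608 to 1.15; Fisher's exact test, p = 0.273, adjusted p = 0.758), and a hypo-DMR within 100 kb of 32 of the 86 that were lower (37.2%; odds ratio 1.06, 95% confidence interval 0.656 to 1.68; Fisher's exact test, p = 0.820, adjusted p = 0.983). BETA weighs the distances of all DMRs and all genes and was not run here.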

In fact, those DMRs exhibited even more significant associations with DEGs from aged mice, especially with downregulated genes, than with DEGs from young mice (Figure 4).

Next, we explored the mechanistic explanation for that. Since a substantial number of DMRs overlapped with regulatory regions (Figures 2D and S2D) and DNA methylation changes may affect transcription factor binding at those sites, we thus searched for transcription factor motifs enriched at obesity-associated DMRs using Hypergeometric Optimization of Motif Enrichment (HOMER) motif analysis (Heinz et al., 2010) (Table S4C). We then determined upstream regulators of obesity-related DEGs from aged mice using Ingenuity upstream regulator analysis (Table S5B). We found that obesity-associated DMRs from young mice are enriched with motifs of transcription factors that are upstream regulators of obesity-related DEGs from aged mice (Tables S4C and S5B). For example, DMRs are enriched with binding sites of ELK1, ELK4, and E2F transcription factors (Figure S4A). E2F family members play important roles in cell cycle progression, while ELK1 and ELK4 are cofactors of serum response factor (SRF) (Buchwalter et al., 2004), which regulates many immediate early genes (Schratt et al., 2001). Concordantly, we observed differential expression of their target genes, such as immediate early genes and genes related to cell cycle, in aged obese mice compared with age-matched control mice (Figures S4B and S4C). 

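The transcription factor gene Srf (Entrez identifier 20807; mm10 chromosome 17, 46546839 to 46556162) had 65.7 ± 5.89 (SD, n = 4) CPM in LF mice and 42 ± 3.95 (SD, n = 3) in HF mice of batch 1, a log2 fold change of -0.64 (standard error 0.12, adjusted p = 0.137 and unadjusted p = 9.39e-05 from edgeR's test). Of the immediate early genes, Fos (14281; chromosome 12, 85473901 to 85477270) had 1485 ± 42.8 (SD, n = 4) CPM in LF mice and 909 ± 235 (SD, n = 3) in HF mice (log2 fold change -0.71, standard error 0.16, adjusted p = 0.137). Egr1 (13653; chromosome 18, 34861207 to 34864956) had 229.5 ± 26.3 (SD, n = 4) CPM in LF mice and 137 ± 35.0 (SD, n = 3) in HF mice (log2 fold change -0.75, standard error 0.18, adjusted p = 0.139). For each of the 3 genes, every HF mouse was lower than every LF mouse (two-sided exact permutation test, p = 0.0286, the smallest that 3 mice against 4 allow). The genes come from the paper's calls on these mice, so in batch 1 neither this separation nor the p-values show stability. In batch 2, which the paper did not use and its text gives no reason for leaving out, Srf changed by a log2 fold change of -0.47 (standard error 0.10, adjusted p = 0.0242), Fos by -0.36 (standard error 0.10, adjusted p = 0.0447) and Egr1 by -0.60 (standard error 0.14, adjusted p = 0.0305).
Cell cycle genes were followed with gene lists that do not come from these data, the S-phase and G2/M lists of the Seurat package written as mouse symbols. The cell cycle as a theme does come from the paper's report on the mice of batch 1. Tests of these lists in batch 1 are therefore not independent of that report. The 43 S-phase genes were all higher in HF than in LF mice of batch 1, with a median log2 fold change of 0.54 (fry, limma's two-sided rotation gene set test, adjusted p = 0.0477 with Benjamini-Hochberg adjustment over the 6 gene sets tested). Of the 52 G2/M genes tested, 50 were higher, with a median of 0.61 (fry, adjusted p = 0.0554). Scored per sample as the mean log2 difference from the LF mice of the same batch, the S-phase genes lay at 0.38, 0.29 and 0.86 in the HF mice and between -0.14 and 0.19 in the LF mice (two-sided exact permutation test, p = 0.0286). The G2/M genes lay at 0.57, 0.30 and 0.90 in the HF mice and at -0.05, -0.24, 0.52 and -0.23 in the LF mice, so the groups overlapped (two-sided exact permutation test, p = 0.0857). The alternative that moved the S-phase result most was to use the samples of batch 2 alone. There the median was 0.10 for the S-phase genes (fry, adjusted p = 0.0929) and 0.17 for the G2/M genes (fry, adjusted p = 0.221). The S-phase score was 0.07, 0.20 and 0.14 in the HF samples and 0.02, -0.02, -0.10 and 0.11 in the LF samples of batch 2 (two-sided exact permutation test, p = 0.0857). The G2/M score was 0.16, 0.29 and 0.04 in the HF samples and 0.10, -0.07, 0.02 and -0.05 in the LF samples (two-sided exact permutation test, p = 0.114). Over all 23 samples, with batch as a covariate, the medians were 0.35 (fry, adjusted p = 0.00585) and 0.38 (fry, adjusted p = 0.0146), and the scores had p = 0.00245 and p = 0.0269 in exact permutation tests with labels exchanged within batches.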

Altogether, our data suggest that obesity may imprint regulatory regions at young age, priming for future changes in gene expression at a later stage of life.

### A Tumor-Prone Gene Signature in the Colonic Epithelium of Aged Obese Mice

Next, we explored the biological functions of dysregulated genes in obese mice at a later stage of life, which is equivalent to the age of a human when CRC incidence rate dramatically increases. Obesity-associated downregulated genes in aged mice are mainly related to signal transduction and transcriptional regulation (Figure 5B; Tables S5A, S5D, S5E, and S5G). 

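In batch 1, 14428 genes could be tested between 3 HF and 4 LF mice, and none had an adjusted p under 0.05 in edgeR's test (smallest adjusted p = 0.0546). At an unadjusted p under 0.05 there were 3198 genes, 1731 higher and 1467 lower in HF mice, where chance alone gives 721. The alternative that moved these counts most on the same 11 samples was limma's voom with sample weights, with 1160 genes higher and 1262 lower at the paper's thresholds. With DESeq2 and its normal prior, 285 genes were higher and 195 lower, and 476 of these 480 genes are among those in Table S5A. In batch 2, whose samples the paper did not use and its text gives no reason for leaving out, 436 genes were higher and 633 lower of 14377 tested by edgeR. With all 23 samples and batch as a covariate, 1294 were higher and 1311 lower of 14385 tested.
Table S5A lists 285 genes as higher and 194 as lower in aged HF mice, and these 479 genes were followed in the samples that did not select them. In batch 2, 454 of them (94.8%) changed in the direction of Table S5A (two-sided exact permutation test of the mean change in the listed direction per sample, p = 0.0286, the smallest that 3 samples against 4 allow). Of the 194 listed as lower, 188 were lower in batch 2, with a median log2 fold change of -0.36, and 82 had an adjusted p under 0.05. Of the 285 listed as higher, 266 were higher, with a median of 0.28, and 52 had an adjusted p under 0.05. At the paper's thresholds, 126 of the 479 genes passed in batch 2 and 431 passed with both batches together, a fit that holds the mice on which these genes were selected. Across the 14180 genes tested in both batches, the log2 fold changes of the batches had Pearson's r = 0.467, and 75.1% had the same sign. This correlation is across genes, which are not independent replicates.

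**Figure D1:**
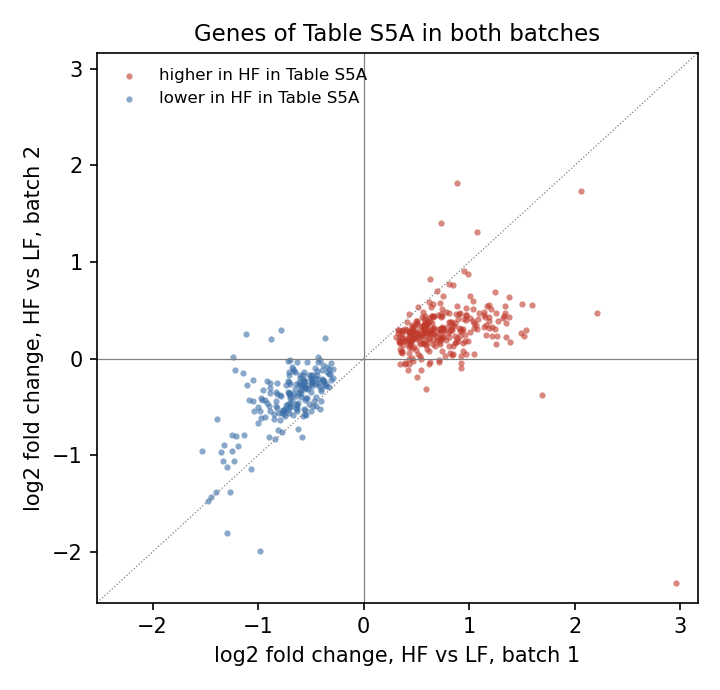
Log2 fold change between HF and LF mice in batch 1 (x axis) and in batch 2 (y axis) for the 479 genes of Table S5A, 1 point per gene, with genes that the table lists as higher and as lower in different colors. Of the 479 genes, 454 lie on the side of 0 in batch 2 that Table S5A gives.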

We observed decreased expression of negative regulators of several signaling pathways (Table S5A), including the EGFR/RTK-RAS-ERK/MAPK cascade (*Errfi1*, *Spry1*, *Rasa4*, *Dusp1*, and *Dusp5*) (Ferby et al., 2006; Hanafusa et al., 2002; Lockyer et al., 2001; Mandl et al., 2005; Slack et al., 2001), nuclear factor κB (NF-κB) signaling (*Nfkbia*, *Nfkbiz*, and *Tnfaip3*) (Renner and Schmitz, 2009; Shem-bade et al., 2010), transforming growth factor β (TGF-β) signaling (*Smad6*, *Smad7*, and *Spsb1*) (Imamura et al., 1997; Liu et al., 2015; Nakao et al., 1997), JAK/STAT signaling (*Cish*) (Yoshimura, 1998), and mTORC1 (*Mark4*) (Li and Guan, 2013). These signaling pathways control cell proliferation, differentiation, migration, and survival; hence their dysregulations play important roles in tumor development and progression.

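All 13 of these negative regulators had a lower mean in HF than in LF mice of batch 1, with log2 fold changes between -1.25 and -0.38 and a median of -0.58. None had an adjusted p under 0.05 over all genes tested (0.137 to 0.163), and all 13 had an unadjusted p under 0.05. Adjusted over the 13 genes alone, all 13 stayed under 0.05, but the list was drawn from the paper's own calls on these mice, so this count shows no stability. In 11 of the 13 every HF mouse was lower than every LF mouse, which chance gives for 5.71% of genes in either direction. The largest change was in Dusp5 (Entrez identifier 240672; mm10 chromosome 19, 53529318 to 53541322), which encodes a phosphatase of ERK. It had 21.5 ± 2.71 (SD, n = 4) CPM in LF mice and 9.07 ± 1.62 (SD, n = 3) in HF mice (log2 fold change -1.25, standard error 0.23, adjusted p = 0.137 from edgeR's test). Spry1 (24063; chromosome 3, 37639950 to 37644599) had 15.7 ± 3.25 (SD, n = 4) CPM in LF mice and 10.6 ± 0.870 (SD, n = 3) in HF mice (log2 fold change -0.56, standard error 0.15). Smad6 (17130; chromosome 9, 63953076 to 64022059) had 29.8 ± 3.20 (SD, n = 4) CPM in LF mice and 16.2 ± 6.19 (SD, n = 3) in HF mice (log2 fold change -0.89, standard error 0.23). Cish (12700; chromosome 9, 107296689 to 107301961) had 11 ± 2.41 (SD, n = 4) CPM in LF mice and 6.68 ± 1.63 (SD, n = 3) in HF mice (log2 fold change -0.71, standard error 0.20).
All 13 genes were again lower in batch 2, which the paper left out without giving a reason in its text, by their means in HF mice, with log2 fold changes between -0.79 and -0.03. Of these, 5 had an adjusted p under 0.05 over all genes, 6 over the list alone and 8 an unadjusted p under 0.05. The 5 genes, named after their values were seen, were Spry1, Dusp1, Dusp5, Nfkbiz and Smad7. Groups did not overlap for 5 of the 13 genes. In Tnfaip3, LF mouse 2 of batch 1 lay above the other LF mice, and in Cish, LF sample 4 of batch 2 lay below the other LF samples. Dusp5 changed by a log2 fold change of -0.79 (standard error 0.20, adjusted p = 0.0357), Smad6 by -0.25 (standard error 0.08, adjusted p = 0.0627) and Errfi1 by -0.03 (standard error 0.08, adjusted p = 0.810). Over all 23 samples, a fit that holds the mice on which these genes were selected, all 13 genes had an adjusted p under 0.05, with log2 fold changes between -1.04 and -0.24.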

Normally, intracellular signal transduction is kept under tight control via negative feedback loops to ensure physiologically appropriate signaling outcomes. With downregulation of negative feedback regulators (Table S5A), the braking system of those signaling pathways were dampened in aged obese mice, potentially leading to unrestrained signaling. In parallel with this, the Jun N-terminal kinase (JNK) and p38 MAPK pathways, which are also called stress-activated protein kinase (SAPK) pathways, were likely attenuated in aged obese mice due to reduced expression of key mediators of SAPK pathways (*Map4k2*, *Map4k5*, and *Mapk12*) (Table S5A) (Chin et al., 1999; Pombo et al., 1995; Shi et al., 1999). 

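Map4k2 (Entrez identifier 26412; mm10 chromosome 19, 6341250 to 6353527) had 15.0 ± 1.73 (SD, n = 4) CPM in LF mice and 9.63 ± 2.12 (SD, n = 3) in HF mice of batch 1 (log2 fold change -0.64, standard error 0.19, adjusted p = 0.160, unadjusted p = 0.00517 from edgeR's test). Map4k5 (399510; chromosome 12, 69803757 to 69893163) had 66.3 ± 5.18 (SD, n = 4) CPM in LF mice and 52.1 ± 6.05 (SD, n = 3) in HF mice (log2 fold change -0.35, standard error 0.10, adjusted p = 0.160, unadjusted p = 0.00337). Mapk12 (29857; chromosome 15, 89130584 to 89140703), which encodes p38 gamma, was expressed at a low level, with 1.88 ± 0.202 (SD, n = 4) CPM in LF mice and 0.888 ± 0.262 (SD, n = 3) in HF mice (log2 fold change -1.09, standard error 0.24, adjusted p = 0.137, unadjusted p = 0.000567). For all 3 genes every HF mouse was lower than every LF mouse, which chance gives for 5.71% of genes in either direction. Over the 3 genes alone, all had an adjusted p under 0.05, a count that shows no stability because the genes were chosen from calls on these mice. In the samples of batch 2 that the paper did not use, without giving a reason in its text, the log2 fold changes were -0.26 (standard error 0.10, adjusted p = 0.0866), -0.14 (standard error 0.08, adjusted p = 0.214) and -0.42 (standard error 0.22, adjusted p = 0.180). None of the 3 passed an adjusted p of 0.05 there, over all genes or over the list, and 1 of them, Map4k2, named after its value was seen, had an unadjusted p under 0.05. LF sample 1 of batch 2 lay below the other LF samples in Map4k5. Mapk12 had 1.10, 0.988 and 1.12 CPM in the HF samples of batch 2 and 1.22, 1.23, 1.99 and 1.33 in the LF samples. Fitted over all 23 samples, the adjusted p was 0.00864 for Map4k2, 0.0103 for Map4k5 and 0.00585 for Mapk12, each with a lower mean in HF mice.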

SAPK pathways are activated by various types of environmental and pathophysiological stresses with anti-proliferative and pro-apoptotic effects. Given that the colonic epithelium is under more cell-intrinsic and -extrinsic stresses in obese mice than in control mice (Gulhane et al., 2016), the attenuation of SAPK pathways in aged obese mice might be a result of cell-autonomous adaptation to sustained stresses. Nevertheless, the insensitivity to anti-growth signals likely provides an advantage for cells to survive and proliferate under stressful conditions. In addition, downregulated genes in aged obese mice were significantly enriched with transcription factors (Table S5E), some of which are encoded by primary response genes. A total of 35 primary response genes were downregulated in aged obese mice (Figure 5C), including both immediate early genes and delayed early genes (Amit et al., 2007; Tullai et al., 2007); the majority were also downregulated in human CRC compared with normal colorectal tissue or colorectal adenoma (Figures S5A and S5B), presumably reflecting independence of mitogenic signals—a hallmark of cancer. 

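All 35 genes of Figure 5C were lower on average in HF than in LF mice of batch 1, with log2 fold changes between -1.45 (Nr4a3) and -0.38 (Nfkbia) and a median of -0.76 (fry, two-sided, adjusted p = 0.00609 with Benjamini-Hochberg adjustment over the 6 gene sets). None of the 35 had an adjusted p under 0.05 over all genes tested, while all 35 had one over the list alone and an unadjusted p under 0.05. Since the genes were chosen from the paper's own calls on these mice, neither the set test nor these counts in batch 1 shows stability. For all 35 genes, every HF mouse was lower than every LF mouse, where chance gives a share of 5.71% in either direction. Klf2 (Entrez identifier 16598; mm10 chromosome 8, 72319062 to 72321654) had 50.4 ± 6.59 (SD, n = 4) CPM in LF mice and 19.1 ± 6.83 (SD, n = 3) in HF mice (log2 fold change -1.40, standard error 0.26, adjusted p = 0.137). Jun (16476; chromosome 4, 95049036 to 95052222), among the most abundant of them, had 1095 ± 88.9 (SD, n = 4) CPM in LF mice and 626 ± 212 (SD, n = 3) in HF mice (log2 fold change -0.81, standard error 0.21, adjusted p = 0.146). Nr4a3 (18124; chromosome 4, 48051248 to 48083352) was the least abundant, with 2.15 ± 1.07 (SD, n = 4) CPM in LF mice and 0.785 ± 0.119 (SD, n = 3) in HF mice (standard error of its log2 fold change 0.47, adjusted p = 0.162).
In the samples of batch 2, which the paper did not use and its text gives no reason for leaving out, all 35 genes were also lower on average in HF mice, with log2 fold changes between -1.43 and -0.21 and a median of -0.49 (fry, adjusted p = 0.00702). Of these, 21 had an adjusted p under 0.05 over all genes and 30 over the list alone. The HF and LF samples did not overlap for 19 of the 35. Scored per sample as the mean log2 difference from the LF mice of the same batch, the 35 genes lay at -0.83, -0.60 and -1.19 in the HF mice of batch 1 and at -0.12, 0.18, 0.04 and -0.10 in the LF mice. In batch 2 they lay at -0.29, -0.70 and -0.84 in the HF samples and at 0.15, 0.14, -0.13 and -0.15 in the LF samples. The groups did not overlap in either batch (two-sided exact permutation test, p = 0.0286 in each batch, the smallest possible), but in batch 1 the choice of the genes fixes this beforehand, so only batch 2 tests it. With batch as a covariate over all 23 samples, the median was -0.65 (fry, adjusted p = 2.43e-05) and all 35 genes had an adjusted p under 0.05, a fit that holds the mice on which these genes were selected.

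**Figure D2:**
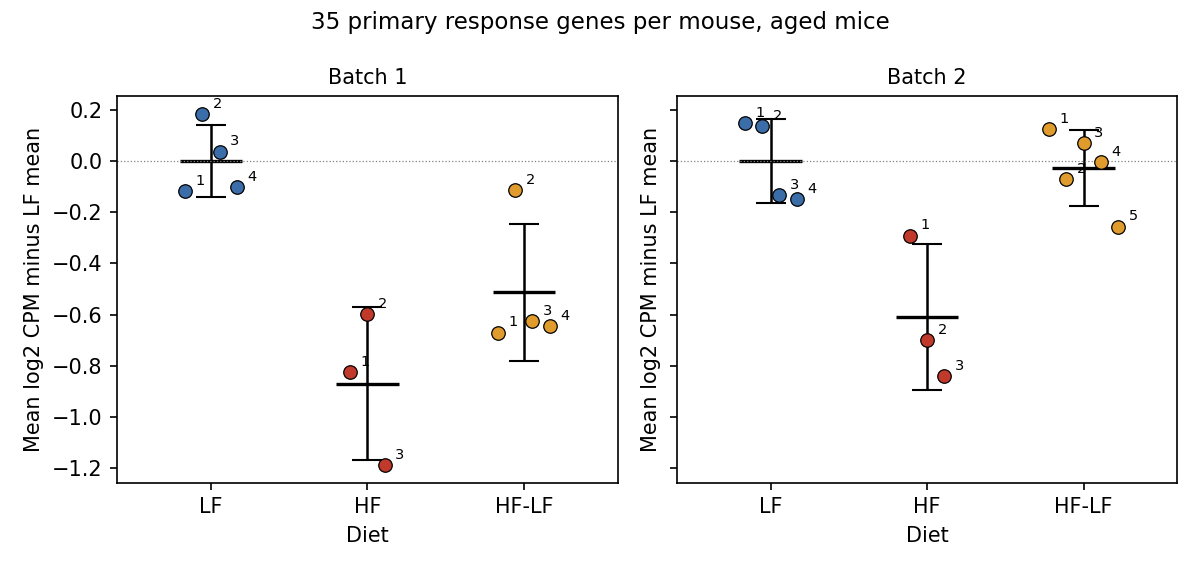
Score of the 35 primary response genes in each aged mouse (mean log2 difference from the LF mice of the same batch) by batch and diet, 1 point per mouse, with the mean and SD of each group. In batch 1 the HF mice lie between -1.19 and -0.60 and the LF mice between -0.12 and 0.18, and in batch 2 the HF samples lie between -0.84 and -0.29 and the LF samples between -0.15 and 0.15.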

Since delayed early genes are potential tumor suppressors (Amit et al., 2007), we investigated whether downregulated genes are enriched for tumor suppressor genes (Zhao et al., 2016). A substantial number of tumor suppressor genes were repressed in aged obese mice (Figure 5D). 

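The genes that the paper calls tumor suppressor genes come from a published list that is not in the paper's tables, so they were not analysed here as a set, and the values cover all 194 genes that Table S5A lists as lower in aged HF mice. In batch 1 all 194 were lower on average in HF than in LF mice, with a median log2 fold change of -0.65. None of them had an adjusted p under 0.05 in edgeR's test and all 194 had an unadjusted p under 0.05, as genes selected on these mice. In batch 2, which the paper did not use, without giving a reason in its text, 142 of the 194 had an unadjusted p under 0.05. With all 23 samples, 187 of the 194 had an adjusted p under 0.05, with a median log2 fold change of -0.51, a fit that holds the mice on which these genes were selected.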

Collectively, downregulation of those genes in aged obese mice likely weakens proliferation barriers, thus favoring cell-autonomous growth.

Consistently, obesity-associated upregulated genes in aged mice are significantly associated with cell cycle, DNA replication, DNA repair, and chromatin organization (Figure 5A; Tables S5A, S5C, and S5F), including genes with functions in nucleosome assembly, centromeres, kinetochore organization, spindle assembly checkpoint, and chromosome condensation and segregation (Table S5C). In addition, we observed increased expression of genes involved in amino acid biosynthetic process, aminoacyl-tRNA biosynthesis, and deoxyribonucleotide biosynthetic process in aged obese mice (Tables S5A and S5C), presumably ful-filling the enhanced requirements for protein and DNA synthesis during cell proliferation. Accordingly, subunits of complex I of the respiratory chain (*Ndufa3*, *Ndufa4*, *Ndufa8*, and *Ndufa12*) and a subunit of mitochondrial ATP synthase (*Atp5g1*) were also upregulated (Table S5A), likely generating more energy to fuel the enhanced biosynthetic reactions and cell division. 

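The histone genes stand here for nucleosome assembly, which the paper reports as raised in the mice of batch 1. Their tests in batch 1 are therefore not independent of that report. All 77 genes whose symbols start with Hist1h, Hist2h, Hist3h or Hist4h were taken, and 57 were expressed highly enough to be tested. Between HF and LF mice of batch 1, 56 of the 57 were higher in HF mice, with a median log2 fold change of 0.91 (fry, two-sided, adjusted p = 0.0252 with Benjamini-Hochberg adjustment over the 6 gene sets). Many histone genes are near-identical copies, so reads can be assigned to the wrong member and the number of members counts for less than 57 independent genes. The mean log2 difference from the LF mice was 0.82, 0.36 and 1.25 in the HF mice and 0.01, -0.16, 0.21 and -0.06 in the LF mice (two-sided exact permutation test, p = 0.0286). Of the 57 genes, 53 were higher in HF mice of batch 2, which was not used in the paper, without a reason given in its text, with a median of 0.32 (fry, adjusted p = 0.211). The mean log2 difference was 0.22, 0.55 and 0.14 in these HF samples and 0.05, -0.16, -0.02 and 0.14 in the LF samples. The batch 2 groups overlapped (two-sided exact permutation test, p = 0.0857). Over all 23 samples, 55 of the 57 genes were higher, with a median of 0.60 (fry, adjusted p = 0.00566). From the lower expression of negative regulators, primary response genes and tumor suppressor genes, the paper proposes that barriers to proliferation are weakened in aged obese mice, and from the rise of cell cycle and biosynthesis genes, it proposes that cell proliferation in the colonic epithelium is increased.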

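Of the 21 cytosolic aminoacyl-tRNA synthetase genes, 20 could be tested. This set follows the paper's report on the mice of batch 1, so its tests there are not independent of that report. In batch 1, 19 of them were higher in HF than in LF mice, with a median log2 fold change of 0.40 (fry, two-sided, adjusted p = 0.0477 with Benjamini-Hochberg adjustment over the 6 gene sets). Scored as the mean log2 difference from LF mice, they lay at 0.19, 0.13 and 0.68 in the HF mice and at -0.05, -0.07, -0.00 and 0.13 in the LF mice (two-sided exact permutation test, p = 0.0286). With only the HF and LF mice in the fit, the median was again 0.40 but the p-value of fry rose above 0.05 before any adjustment. In the batch 2 samples, which the paper leaves out without giving a reason in its text, 17 of the 20 were higher in HF mice, with a median of 0.14 (fry, adjusted p = 0.0453). The score was 0.03, 0.19 and 0.15 in the HF samples of batch 2 and -0.02, -0.02, -0.01 and 0.05 in the LF samples, and these groups overlapped (two-sided exact permutation test, p = 0.0571). With both batches together, the median was 0.29 (fry, adjusted p = 0.00566). The amino acid and deoxyribonucleotide biosynthesis genes were not tested as sets here.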

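The 5 named genes had higher means in HF than in LF mice of batch 1. Ndufa4 (Entrez identifier 17992; mm10 chromosome 6, 11900373 to 11907446) had 70.1 ± 13.7 (SD, n = 4) CPM in LF mice and 114 ± 31.4 (SD, n = 3) in HF mice (log2 fold change 0.71, standard error 0.20, adjusted p = 0.160 from edgeR's test). Atp5g1 (11951; chromosome 11, 96072793 to 96075694) had 135 ± 20.3 (SD, n = 4) CPM in LF mice and 214 ± 71.1 (SD, n = 3) in HF mice (log2 fold change 0.66, standard error 0.19, adjusted p = 0.160). Ndufa12 (66414; chromosome 10, 94199009 to 94220948) had 53.2 ± 8.74 (SD, n = 4) CPM in LF mice and 79.1 ± 20.3 (SD, n = 3) in HF mice (log2 fold change 0.57, standard error 0.17, adjusted p = 0.160), and Ndufa3 (66091; chromosome 7, 3617373 to 3620161) had 52.4 ± 6.61 (SD, n = 4) CPM in LF mice and 71.8 ± 7.09 (SD, n = 3) in HF mice (log2 fold change 0.45, standard error 0.13, adjusted p = 0.160). Ndufa8 (68375; chromosome 2, 36036334 to 36049292) had 65.2 ± 9.63 (SD, n = 4) CPM in LF mice and 78.2 ± 13.0 (SD, n = 3) in HF mice (log2 fold change 0.26, standard error 0.14, unadjusted p = 0.0848, adjusted p = 0.275), and the groups overlapped for this gene. None of the 5 had an adjusted p under 0.05 over all genes, and 4 had an unadjusted p under 0.05 and an adjusted p under 0.05 over the 5 genes alone, which shows no stability because the genes come from calls on these mice. The groups did not overlap for 3 of the 5 genes (Ndufa3, Ndufa12 and Atp5g1, named after their values were seen). Complex I subunit genes were followed as a set as well, taken by symbol (Ndufa, Ndufb, Ndufc, Ndufs or Ndufv plus a number). Subunits with other symbols were left out. The paper names some of the set as higher in these mice, so its tests in batch 1 are not independent of that report. All 35 that could be tested were higher on average in HF mice, with a median log2 fold change of 0.33, which did not pass the set test (fry, two-sided, adjusted p = 0.0731). Their mean log2 difference from the LF mice was 0.39, 0.05 and 0.56 in the HF mice and 0.19, -0.05, -0.27 and 0.13 in the LF mice, so the groups overlapped (two-sided exact permutation test, p = 0.143).
In batch 2, which was not part of the paper's samples and for which its text gives no reason, the 5 genes were higher in HF mice by log2 fold changes of 0.35 (Ndufa3), 0.45 (Ndufa4), 0.17 (Ndufa8), 0.35 (Ndufa12) and 0.31 (Atp5g1). For all 5, every HF sample was higher than every LF sample, where chance gives 5.71% of genes in either direction. Over all genes, 3 of them had an adjusted p under 0.05 (Ndufa3, Ndufa4 and Ndufa12, named after their values were seen), and over the list alone all 5 did. The 35 complex I genes were again all higher, with a median of 0.23 (fry, adjusted p = 0.0548). Their mean log2 difference was 0.16, 0.34 and 0.20 in the HF samples and -0.12, 0.03, -0.05 and 0.14 in the LF samples of batch 2 (two-sided exact permutation test, p = 0.0571). The median over all 23 samples was 0.27 (fry, adjusted p = 0.00668).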

Collectively, upregulation of those genes may reflect increased cell proliferation of the colonic epithelium in aged obese mice compared with age-matched controls (Beyaz et al., 2016), even though no colon tumors were present in those mice.

### Reversibility of Obesity-Related Colonic Changes after Short- and Long-Term Weight Loss

To investigate whether obesity-related changes in the colonic epithelium can be reversed after weight loss, we put mice on a high-fat diet for 15 weeks to induce obesity, and then we switched them to a low-fat diet for 5 weeks to trigger weight loss. Body weights of these mice returned to normal by the end of the study (Figure 6A). We then analyzed DNA methylation and gene expression data from these formerly obese mice. We clustered obesity-related DMRs into 6 groups (C1–C6) based on their methylation levels in formerly obese mice; C1 retained methylation changes, C2 lost methylation changes, while C3 and C4 exhibited intermediate methylation levels after weight loss (Figure S6A). Among obesity-related DMRs, 1,215 hyper-DMRs and 1,040 hypo-DMRs retained methylation changes after weight loss (Figure 6B; Table S4B). Retained DMRs were associated with genes primarily involved in cancer and cellular functions pertinent to cancer, such as cell death and survival, cell-to-cell signaling and interaction, cellular development, and cellular growth and proliferation (Figure 6C). Two examples (*Hoxb13* and *Spry1*) with persistent changes after weight loss were shown (Figure S3C). Altogether, our data revealed an epigenetic memory of the previous obese state in the colonic epithelium after short-term weight loss.

We used multiple approaches to assess the similarity of gene expression changes in formerly obese mice and obese mice. First, using overlap analysis, we found that 107 obesity-associated DEGs (51 upregulated and 56 downregulated) were also significantly dysregulated in formerly obese mice in the same direction as in obese mice (Figure S6B). These commonly dysregulated genes were predominantly associated with cancer (102 of 107) and gastrointestinal disease (96 of 107), and they were significantly enriched for lipid and carbohydrate metabolism genes (Figure S6C; Table S2E). Second, we performed hierarchical clustering of samples on obesity-associated dysregulated metabolic genes. Formerly obese mice were clustered together with obese mice instead of control mice (Figure 6D), indicating that the expression levels of those genes in formerly obese mice were more close to those in obese mice than in control mice. Lastly, comparing enriched diseases and biological functions in formerly obese mice with those in obese mice, we noted that the two groups were significantly enriched with the same terms, mainly related to intestinal tumor and lipid and carbohydrate metabolism (Figures 6E and S6D; Tables S2C and S2D). Taken together, persistent changes in gene expression were observed after short-term weight loss, primarily at genes closely related to colon cancer.

Considering that those formerly obese mice just returned to normal weight after 5 weeks of diet-switching, to investigate whether obesity-related dysregulation of gene expression can be completely reversed after long-term weight loss, we performed RNA-seq in the colonic epithelium of mice with diet-switching for 28 weeks. 

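For the long-term weight loss experiment, HF-LF mice were fed the 60% fat diet for 15 weeks and then the 10% fat diet for 28 weeks. Their 4 samples in batch 1 hold between 36085233 and 40206365 counts on genes, with a median of 37912485.5. Batch 2 holds 5 further HF-LF samples, which the paper did not use and its text gives no reason for leaving out, with totals between 32244290 and 46900661 and a median of 36600193. Within groups, the biological coefficient of variation of the HF-LF mice was 0.146 in batch 1 and 0.107 in batch 2. By Table S1C, ribosomal RNA took up 6.67%, 9.40%, 5.64% and 5.60% of the reads in the HF-LF mice 1 to 4 of batch 1. To place these mice between the other groups, each sample was scored by the mean, over the genes that Table S5A lists as differing between HF and LF mice, of the log2 difference from the LF mice in the direction that the table gives. The score was scaled in each batch so that the LF mice average 0 and the HF mice average 1.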

Body weights of these mice returned to normal after 5 weeks of diet-switching, and they stayed at the same level as control mice since then (Figure S6E). 

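On this scale, the HF-LF mice of batch 1 lay at 0.715, 0.11, 0.389 and 0.371, with a mean of 0.396 ± 0.248 (SD, n = 4). The LF mice lay between -0.234 and 0.0922 and the HF mice between 0.611 and 1.45. Every HF-LF mouse of batch 1 was above every LF mouse (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow), while HF-LF and HF mice overlapped (two-sided exact permutation test, p = 0.0857). The 479 genes were selected on the LF and HF mice of batch 1, which widens the distance between those groups and by itself puts other mice above these LF mice, so the test against LF mice in batch 1 shows no stability. With the genes that passed the thresholds in batch 2, chosen after the data had been seen, the test did not separate the HF-LF mice of batch 1 from LF mice (two-sided exact permutation test, p = 0.229), nor did it with only the genes listed as higher or only those listed as lower (two-sided exact permutation test, p = 0.0571 for each). In batch 2, whose samples the paper did not use, without a reason given in its text, the HF-LF samples lay at -0.550, 0.143, -0.208, -0.349 and 0.460, with a mean of -0.101 ± 0.403 (SD, n = 5). The LF samples of batch 2 lay at -0.184, -0.121, -0.0773 and 0.383 and the HF samples at 0.735, 1.26 and 1.01. There the HF-LF samples did not differ from LF samples by more than the spread between them (two-sided exact permutation test, p = 0.667) and all lay below the HF samples (p = 0.0179 by the same exact permutation test, the smallest that 5 samples against 3 allow). The difference of 0.497 between the HF-LF means of the batches was itself within their spread (two-sided exact permutation test, p = 0.103). The alternative that moved the position most was to use the genes that passed the thresholds in batch 2, chosen after the data had been seen: the mean HF-LF position was then 0.310 in batch 1 and changed sign in batch 2, to 0.133.
The paper's clustering of aged mice, Figure S6F, was not read here, so the settings of the Figure 6D legend for young mice were taken. Hierarchical clustering of the same 479 genes, standardized and with Ward's method and Euclidean distances, parted the 11 mice of batch 1 into 2 clusters. The 4 LF mice formed one with HF-LF mouse 2, and the other 3 HF-LF mice joined the 3 HF mice. In batch 2, 4 of the 5 HF-LF samples clustered with 3 LF samples, and HF-LF sample 5 and LF sample 4 joined the 3 HF samples. Cut into 3 clusters, the tree of batch 2 left the 3 HF samples alone, with HF-LF sample 5 and LF sample 4 in a cluster of their own. The same cut in batch 1 set HF mouse 3 apart, and HF-LF mice 1, 3 and 4 stayed with HF mice 1 and 2. With the 23 samples of both batches, 5 of the 9 HF-LF samples clustered with 7 LF samples and 4 with the 6 HF samples. Linkage and gene list were also varied after the data had been seen. With average linkage in batch 1, 1 HF mouse stood alone and the 4 HF-LF mice stayed with the 4 LF and the other 2 HF mice. With the 287 genes of Table S2A, none of the HF-LF samples of batch 2 joined the 3 HF samples. With the genes that passed the thresholds in batch 2, 3 of the 4 HF-LF mice of batch 1 clustered with the 4 LF mice and 1 HF mouse, and 1 with the other 2 HF mice. With those genes all 5 HF-LF samples of batch 2, on whose LF and HF samples they were selected, clustered with the 4 LF samples, and with both batches all 9 clustered with the 8 LF samples and 1 HF sample.

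**Figure D3:**
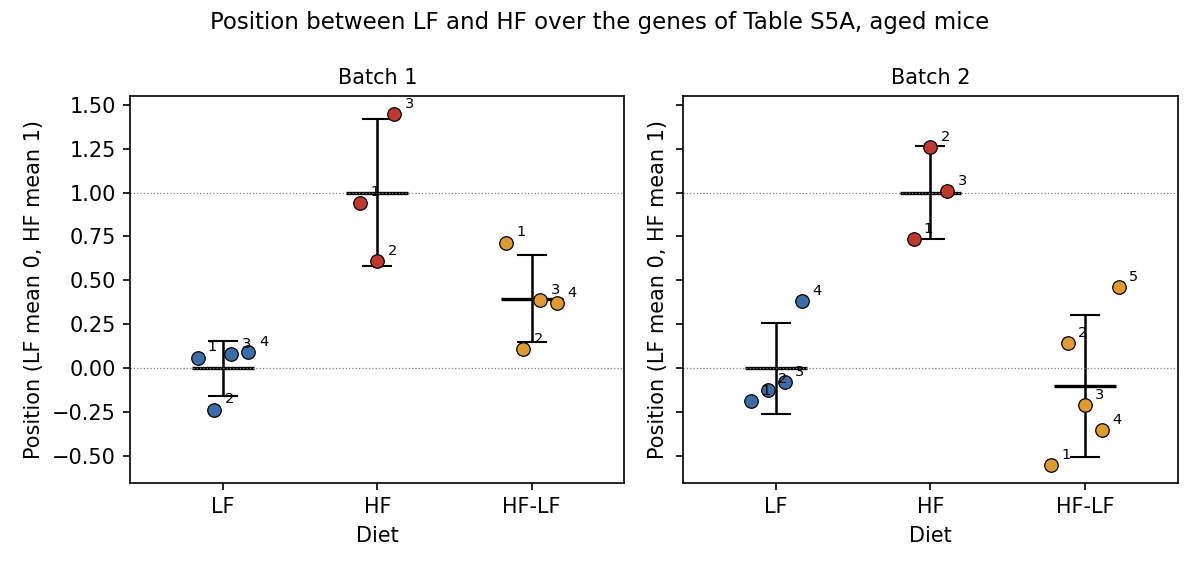
Position of each aged mouse between the LF mean (0) and the HF mean (1) of its batch over the 479 genes of Table S5A, by batch and diet, 1 point per mouse, with the mean and SD of each group. The HF-LF mice lie between 0.11 and 0.715 in batch 1 and between -0.550 and 0.460 in batch 2.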

Using hierarchical cluster analysis based on expression levels of obesity-related DEGs, we found that, after long-term weight loss, formerly obese mice were clustered together with control mice instead of obese mice (Figure S6F), indicating that obesity-related gene expression changes were also largely reversed.

Collectively, obesity-related changes in DNA methylation and gene expression were substantially preserved after short-term weight loss, but gene expression changes mostly went back to normal after long-term weight loss.

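Gene by gene, none of the genes tested in batch 1 differed between HF-LF and LF mice at the paper's thresholds in edgeR's test (smallest adjusted p = 0.792), and 763 had an unadjusted p under 0.05, close to the 721 that chance gives. Between HF-LF and HF mice, 1 gene passed in batch 1, Scd1, named here after its values were seen, and 1566 genes had an unadjusted p under 0.05. Scd1 (Entrez identifier 20249; mm10 chromosome 19, 44394450 to 44407709) had 48.8 ± 8.42 (SD, n = 4) CPM in HF-LF mice, 13.5 ± 4.20 (SD, n = 3) in HF mice and 33.3 ± 7.26 (SD, n = 4) in LF mice, a log2 fold change of 1.85 from HF to HF-LF mice (standard error 0.22, adjusted p = 0.0196). In batch 2, which is outside the samples of the paper, no reason being given in its text, 1 gene differed between HF-LF and LF samples (Scand1, log2 fold change -0.71, adjusted p = 0.0212, named after its value was seen; 669 genes at an unadjusted p under 0.05), while 1278 genes were higher and 806 lower in HF-LF than in HF samples. With both batches together, none differed between HF-LF and LF mice (smallest adjusted p = 0.0883; 591 genes at an unadjusted p under 0.05), and 783 were higher and 705 lower in HF-LF than in HF mice. The 35 primary response genes of Figure 5C were lower in HF-LF than in LF mice of batch 1 by a median of -0.43 (fry, two-sided, adjusted p = 0.0835 over the 6 gene sets), with scores of -0.67, -0.11, -0.63 and -0.65 in HF-LF mice 1 to 4 (two-sided exact permutation test, p = 0.0571). These genes were chosen from calls on the same LF mice, which by itself puts other mice below them. In batch 2 the median was -0.02 (fry, adjusted p = 0.946), with scores of 0.12, -0.07, 0.07, -0.01 and -0.26 in HF-LF samples 1 to 5. With both batches together all 35 genes were lower, with a median of -0.20 (fry, adjusted p = 0.151), a fit that holds the LF mice on which these genes were selected. The histone genes were higher in HF-LF than in LF mice of batch 1 by a median of 0.31 (fry, adjusted p = 0.461) and lower in batch 2, with a median of -0.11 (fry, adjusted p = 0.946). The G2/M genes were higher by 0.42 in batch 1 (fry, adjusted p = 0.422) and the complex I genes by 0.11 (fry, adjusted p = 0.672). The other sets lay near the LF level there. The median was -0.02 for the S-phase genes and 0.01 for the aminoacyl-tRNA synthetase genes (fry, adjusted p = 0.950 for each). Between HF-LF and HF mice of batch 1, only the scores of the synthetase genes did not overlap (two-sided exact permutation test, p = 0.0286 before adjustment, the smallest possible). By fry, no set had an adjusted p under 0.05 between these groups (smallest 0.0834). In batch 2 every set but the G2/M genes did, with the primary response genes higher in HF-LF samples by a median of 0.45 (fry, adjusted p = 0.00879). From the clustering of formerly obese mice with control mice, the paper concludes that the gene expression changes were mostly reversed after long-term weight loss.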

### Fatty Acid Metabolism Is Correlated with Clinical Outcomes of CRC Patients

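Among the 479 genes of Table S5A, 25 are also in the list of genes that differ in young obese mice (Table S2A), and 22 of these have the same sign at both life stages by those tables, 13 lower and 9 higher in obese mice. In the aged mice of batch 1, all 22 changed in the listed direction, by log2 fold changes between -1.53 (Cdk14) and 2.06 (Lyz1). None had an adjusted p under 0.05 and each had an unadjusted p under 0.05 in edgeR's test. Both lists hold the paper's own calls, so the direction in batch 1 shows no stability. The genes with the largest changes in batch 1 were Lyz1, Cdk14, Acta1, Nr4a1 and Scd1. Lyz1 (Entrez identifier 17110; mm10 chromosome 10, 117287795 to 117292868), a lysozyme gene with a close paralog whose reads could be shared with it, had 0.830 ± 0.250 (SD, n = 4) CPM in LF mice and 3.46 ± 1.43 (SD, n = 3) in HF mice (log2 fold change 2.06, standard error 0.35). Cdk14 (18647; chromosome 5, 4803385 to 5380251) had 4.48 ± 2.39 (SD, n = 4) CPM in LF mice and 1.55 ± 0.530 (SD, n = 3) in HF mice (log2 fold change -1.53, standard error 0.47). Acta1 (11459; chromosome 8, 123891758 to 123894775), an actin gene with paralogs of similar sequence, had 26.1 ± 5.94 (SD, n = 4) CPM in LF mice and 9.38 ± 1.08 (SD, n = 3) in HF mice (log2 fold change -1.48, standard error 0.19, adjusted p = 0.0546). Scd1, which encodes stearoyl-CoA desaturase, changed by a log2 fold change of -1.30 (standard error 0.22), and Nr4a1 by -1.33 (standard error 0.30). In batch 2, not used by the paper and without a reason given in its text, all 22 genes changed in the same direction again and 16 had an adjusted p under 0.05. There the log2 fold change was 1.74 for Lyz1 (adjusted p = 0.0186), -0.96 for Cdk14 (adjusted p = 0.0447), -1.47 for Acta1 (adjusted p = 0.00169), -1.06 for Nr4a1 (adjusted p = 0.0322) and -1.81 for Scd1 (adjusted p = 0.000210). Scd1 lay at 7.17, 12 and 9.92 CPM in the HF samples of batch 2 and at 30.1, 29.5, 34.9 and 40.7 in the LF samples. Of all 287 genes of Table S2A, 178 (62.0%) changed in aged mice of batch 1 in the direction seen in young mice, 212 (73.9%) did so in batch 2, and 199 (69.3%) with both batches together.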

The genes altered in obese mice at both life stages are involved in fatty acid metabolism (Figures S5C and S5D). The best-known metabolic perturbation in cancer cells is the Warburg effect, increased glycolysis even in the presence of oxygen, while alterations in fatty acid metabolism in cancer cells are less well studied. Therefore, we examined the changes in fatty acid metabolism in CRC. Most genes involved in short- and long-chain fatty acid oxidation exhibited significantly lower expression in CRCs than in adjacent normal tissues (Figure S7A). The heterogeneity of fatty acid metabolism among CRCs (Figure S7A) prompted us to investigate whether metabolic features of CRCs are related to clinical outcomes of CRC patients.

We characterized metabolic features of CRCs based on their changes in fatty acid metabolism and glycolysis. Single-sample gene set enrichment analysis (ssGSEA) (Barbie et al., 2009) was used to assess gene set enrichment score, which represents activation level of the corresponding biological process, for 380 primary CRCs along with 50 adjacent normal tissues from The Cancer Genome Atlas (TCGA) database. CRC samples were then stratified into four groups based on the degrees of downregulation of fatty acid metabolism and upregulation of glycolysis (Figures 7A and S7D). Decreased fatty acid metabolism was significantly associated with poor overall survival of CRC patients; however, increased glycolysis had no significant impact on patient overall survival (Figures 7C, 7D, and S7B). Moreover, CRC samples with decreased fatty acid metabolism showed more lymphatic invasion (Figures 7B and S7C). Although it is the first and most common metabolic abnormality observed in cancer, the Warburg effect might just reflect a metabolic adaptation associated with rapid cell proliferation (Figure S7E) (Shyh-Chang et al., 2013). In contrast, since tumor cells generally retain substantially the metabolic feature of corresponding normal tissue (Hu et al., 2013), the degree of fatty acid metabolism decline in CRC likely represents the extent of deviation from normal colon, thus showing better clinical relevance.

## DISCUSSION

Cellular metabolism was once thought to be a mere consequence of cellular state; it is now recognized as a key player in cell fate determination (Shyh-Chang et al., 2013). Colonic gene expression changes in young obese mice suggest a metabolic switch favoring long-chain fatty acid oxidation in the colonic epithelium (Table S2A; Figure S1C). Active fatty acid oxidation is important for the maintenance and function of normal and cancer stem cells (Carracedo et al., 2013). As butyrate, the major energy source of differentiated colonocytes, inhibits intestinal stem/progenitor cell proliferation (Kaiko et al., 2016), we reasoned that long-chain fatty acid oxidation may be essential to intestinal stem cells. Indeed, Beyaz et al. (2016) recently reported that long-chain fatty acid treatment led to the increased number and enhanced function of intestinal stem cells through the induction of PPAR-δ target genes that are involved in long-chain fatty acid oxidation. Since enforced PPAR-δ activation also augmented stemness of intestinal progenitor cells and boosted their capacity to initiate tumors (Beyaz et al., 2016), we postulate that long-chain fatty acid oxidation may play important roles in intestinal cell fate determination and intestinal tumor initiation. Therefore, our data suggest that obesity-associated colonic cellular metabolic reprogramming at young age can be an initiating event, which promotes colon tumor development by increasing the number of cells with tumorigenic potential. In addition, fatty acid metabolism was associated with clinical outcomes of CRC patients (Figures 7B and 7C). Future research is needed to elucidate the relationship between obesity and cellular metabolism in CRC.

The epigenetic machinery is highly responsive to metabolic cues, because it relies on intermediate metabolites as substrates or cofactors (Sharma and Rando, 2017). Obesity-related dysregulation of colonic cellular metabolism was accompanied by comprehensive DNA methylation changes, which were enriched at regulatory regions (Figure 2). Strikingly, these DNA methylation changes were significantly associated with future gene expression changes (Figure 4). Epigenetic priming at enhancers was observed during developmental processes (Wang et al., 2015). Presumably, it also plays roles in obesity-related pathologic processes. Hence, our data imply that, in addition to immediate effects, obesity may have latent deleterious effects, which are pre-programmed in the DNA methylome and would manifest over time, if the individual is continuously obese. Persistent obesity led to the attenuation of proliferation barriers after aging.

A striking feature of colonic gene expression changes, in aged obese mice compared with age-matched controls, is the downregulation of integral components of SAPK pathways and the downregulation of negative feedback regulators of pro-survival and pro-proliferative signaling pathways, including the EGFR/RTK-RAS-ERK/MAPK cascade, NF-κB signaling, TGF-β signaling, JAK/STAT signaling, and mTORC1 (Table S5A). These comprehensive dysregulations of signaling networks could lead to extensive changes in vital cellular processes, especially in cell proliferation and survival. In supporting this hypothesis, intestinal crypts from aged obese mice (~1 year old) exhibited niche-independent growth and better survival and regeneration after irradiation (Beyaz et al., 2016). The attenuation of feedback inhibition at multiple tiers of pro-proliferative cascades and the diminishment of anti-proliferative signaling break the balance for homeostatic regulation, rendering the cells hypersensitive to otherwise limiting amounts of growth factors and probably even capable of cell-autonomous proliferation independent of exogenous mitogenic signals, and meanwhile resistant to stress signals. Hence, we propose that cell-intrinsic rewiring of signal transduction networks in response to long-term obesity may facilitate malignant transformation of colonic epithelial cells.

Remarkably, obesity-related changes in DNA methylation and gene expression were substantially preserved after short-term weight loss, but gene expression changes were largely reversed after long-term weight loss (Figures 6 and S6), suggesting that obesity-related pathophysiological process in the colonic epithelium can be prevented with long-term weight loss. Thus, it is important for obese individuals to lose weight early.

In summary, we profiled colonic DNA methylome, transcriptome, and metabolome to identify obesity-related molecular pathophysiological changes in the colon. Those changes were not due to alterations of cell composition in the colonic epithelium, since no significant expression changes of cell-type-specific marker genes were observed in obese mice (Table S6). 

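Of the markers in Table S6, 5 were followed in the aged mice: Muc2 for goblet cells, Chga for enteroendocrine cells, Sis for enterocytes, and Lgr5 and Ascl2 for stem cells. None differed between HF and LF mice of batch 1 in edgeR's test (adjusted p between 0.670 and 0.938), and none had an unadjusted p under 0.05. The log2 fold changes were -0.06 (standard error 0.24) for Muc2, -0.03 (standard error 0.20) for Chga, 0.14 (standard error 0.20) for Sis, -0.05 (standard error 0.19) for Lgr5 and -0.23 (standard error 0.32) for Ascl2. Muc2 (Entrez identifier 17831; mm10 chromosome 7, 141690340 to 141754694) had 12956 ± 4512 (SD, n = 4) CPM in LF mice and 12388 ± 2051 (SD, n = 3) in HF mice. Chga (12652; chromosome 12, 102554969 to 102565027) had 76.9 ± 14.0 (SD, n = 4) CPM in LF mice and 75.4 ± 22.8 (SD, n = 3) in HF mice, and Lgr5 (14160; chromosome 10, 115450314 to 115587780) had 15.4 ± 3.07 (SD, n = 4) CPM in LF mice and 14.8 ± 4.04 (SD, n = 3) in HF mice. Ascl2 (17173; chromosome 7, 142966822 to 142969264) had 6.81 ± 1.19 (SD, n = 4) CPM in LF mice and 5.80 ± 2.94 (SD, n = 3) in HF mice, and Sis (69983; chromosome 3, 72888560 to 72966866) had 37.6 ± 5.40 (SD, n = 4) CPM in LF mice and 41.5 ± 4.33 (SD, n = 3) in HF mice. LF mouse 1 lay below the other LF mice of batch 1 in Chga, and LF mouse 3 lay above them in Lgr5. HF mouse 3 of batch 1 had 10.2 CPM of Lgr5, where HF mice 1 and 2 had 17.5 and 16.9. In Ascl2 it had 2.48 CPM, where they had 8.07 and 6.87. With limma's voom in place of edgeR, the log2 fold changes of Muc2 (0.07), Lgr5 (0.18) and Ascl2 (0.13) in batch 1 had the opposite sign. In batch 2, left out of the paper without a reason given in its text, the log2 fold changes were -0.56 for Muc2, 0.05 for Chga, 0.39 for Sis, -0.10 for Lgr5 and 0.36 for Ascl2, with adjusted p between 0.0766 and 0.756 over all genes. There 3 of the 5 genes had an unadjusted p under 0.05 (Muc2, Sis and Ascl2) and 2 (Muc2 and Ascl2) had an adjusted p under 0.05 over the 5 genes alone, all named after their values were seen. The direction of Chga and of Ascl2 was opposite in the batches. With all 23 samples, none of the 5 had an unadjusted p under 0.05 (adjusted p between 0.129 and 0.942).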

We provided novel mechanistic insights into how obesity increases CRC risk at different stages of life. At young age, obesity was associated with a colonic cellular metabolic switch favoring long-chain fatty acids, which were previously demonstrated to boost the numbers of intestinal stem/stem-like cells (Beyaz et al., 2016). Consequently, the chance is increased for an obese individual to gain oncogenic mutations in colonic stem cells. After aging, obesity was associated with decreased expression of tumor suppressor genes and negative feedback regulators of pro-survival and pro-proliferation signaling pathways. These changes prime for unrestrained signaling to accelerate the initiation and progression of colon tumorigenesis once oncogenic events occur. It should be noted that, without additional oncogenic driving force, obesity-related colonic molecular changes unlikely lead to colon cancer. Since the mice in our study were raised in a specific pathogen-free environment, no colon tumors were observed at the end of the study. However, obesity-related colonic molecular changes increase the odds of colon cancer development and progression, if they co-occur with oncogenic insults. Therefore, the lifetime risk of CRC increases in the obese.

Although colon tumors occur less frequently than small intestine tumors in mice unlike humans (Newmark et al., 2009), we used mouse colon as a proxy of human colon due to their similarities in tissue structure, cell composition, and physiological functions. One limitation of our study is that only male mice were used. Since female obese mice exhibited similar patterns of changes as male obese mice in colonic enhancer landscape and intestinal stem/progenitor cell functions (Beyaz et al., 2016; Li et al., 2014), we predict that it is also the case for DNA methylation and gene expression changes.

## EXPERIMENTAL PROCEDURES

### Mice

Six-week-old male C57BL/6J mice were fed either a low-fat diet (10% fat diet, D12450B; Research Diets) or a high-fat diet (60% fat diet, D12492; Research Diets). The source of fat in the diets is lard. Specifically, five mice were put on each dietary regimen as follows: (1) low-fat diet for 20 (or 43) weeks; (2) high-fat diet for 20 (or 43) weeks; and (3) high-fat diet for an initial 15 weeks and then switched to a low-fat diet for another 5 (or 28) weeks. The mice were housed in a specific pathogen-free facility. Body weight was measured weekly after diet-switching. At the end of the study, the mice were humanely euthanized and the colons were collected for further experiments. All animal experiments were approved by the NIEHS Animal Care and Use Committee, and they were performed according to NIH guidelines for care and use of laboratory animals.

### Isolation of the Colonic Epithelium and DNA/RNA Preparation

The colonic epithelium was isolated as previously described (Li et al., 2014). Genomic DNA and total RNA were extracted from the cells using QIAGEN AllPrep DNA/RNA/miRNA Universal Kit. See also the Supplemental Experimental Procedures.

### mRNA Sequencing and Data Analysis

mRNA sequencing libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit (Illumina) and sequenced on HiSeq 2000 (paired-end 50 bp). Sequencing reads were mapped against mm10 reference genome using TopHat (Trapnell et al., 2009). Mapped read counts per annotated gene were collected with HTSeq-Count (Anders et al., 2015). DESeq2 (Love et al., 2014) was then used to identify DEGs (|fold change| > 1.2, p < 0.01, and adjusted p value < 0.25). See also the Supplemental Experimental Procedures.

### WGBS and Data Processing

Genomic DNA was sonicated to an average size of 200 bp using a Covaris S220 instrument. DNA fragments were end-repaired, adenylated, and ligated to Illumina-compatible adaptors using BIOO NEXTflex Bisulfite-Seq Kit. Bisulfite conversion was performed using EZ DNA Methylation-Lightning Kit (Zymo Research). PCR was then carried out to enrich bisulfite-converted and adaptor-ligated fragments. The libraries were sequenced on Nextseq 500 (paired-end 75 bp). According to the coverage recommendations for WGBS (Ziller et al., 2015), we sequenced five biological replicates per group and achieved an average coverage >5× per sample.

Sequencing reads were mapped to mm10 reference genome via Bismark (Krueger and Andrews, 2011) with Bowtie as the underlying alignment tool. Duplicates were removed, and any redundant mapped bases due to overlapping mates from the same read pair were trimmed. Furthermore, read cycles showing methylation bias on M-bias plot were trimmed from each mapped hit. The observed bisulfite conversion rate was >99%. See also the Supplemental Experimental Procedures.

### DMR Detection

Rao Scott Likelihood Ratio Test (Rao and Scott, 1981, 1987) was used to identify differentially methylated CpG sites. CpGs were considered differentially methylated only if they had an RSLRT p value < 0.05, absolute methylation difference >10%, and total weighted coverage ≥10. Next, differentially methylated CpGs within 5,000 bp were merged into discrete regions. Finally, differential methylation analysis was repeated on the region level using RSLRT. Differentially methylated regions were defined as having a Benjamini-Hochberg adjusted DMR level RSLRT p value < 0.01, absolute methylation difference >30% or fold change >5, and containing at least 2 differentially methylated CpGs. See also the Supplemental Experimental Procedures.

### Ribo-Zero RNA-Seq and Data Analysis

RNA-seq libraries were prepared using TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero H/M/R Gold (Illumina) and sequenced on Illumina NextSeq 500 (paired-end 76 bp). Read pairs were filtered by a mean base quality score >20, followed by adaptor-trimming with CutAdapt, and then they were mapped to mm10 reference genome with spliced transcripts alignment to a reference (STAR) (Dobin et al., 2013). Mapped hits per gene was calculated with Subread featureCounts. DEGs were identified by DESeq2 (Love et al., 2014) with a cutoff of padj < 0.05 and |FC| > 1.2. See also the Supplemental Experimental Procedures.

### Statistics

Data analysis was performed using Partek and GraphPad Prism. The heat-maps were prepared using Partek. Overlap significance was calculated using hypergeometric test. Body weights and gene expression data were represented as mean ± SEM.

## Supplementary Material

1

2

3

4

5

6

7

8

## Figures and Tables

**Figure 1:**
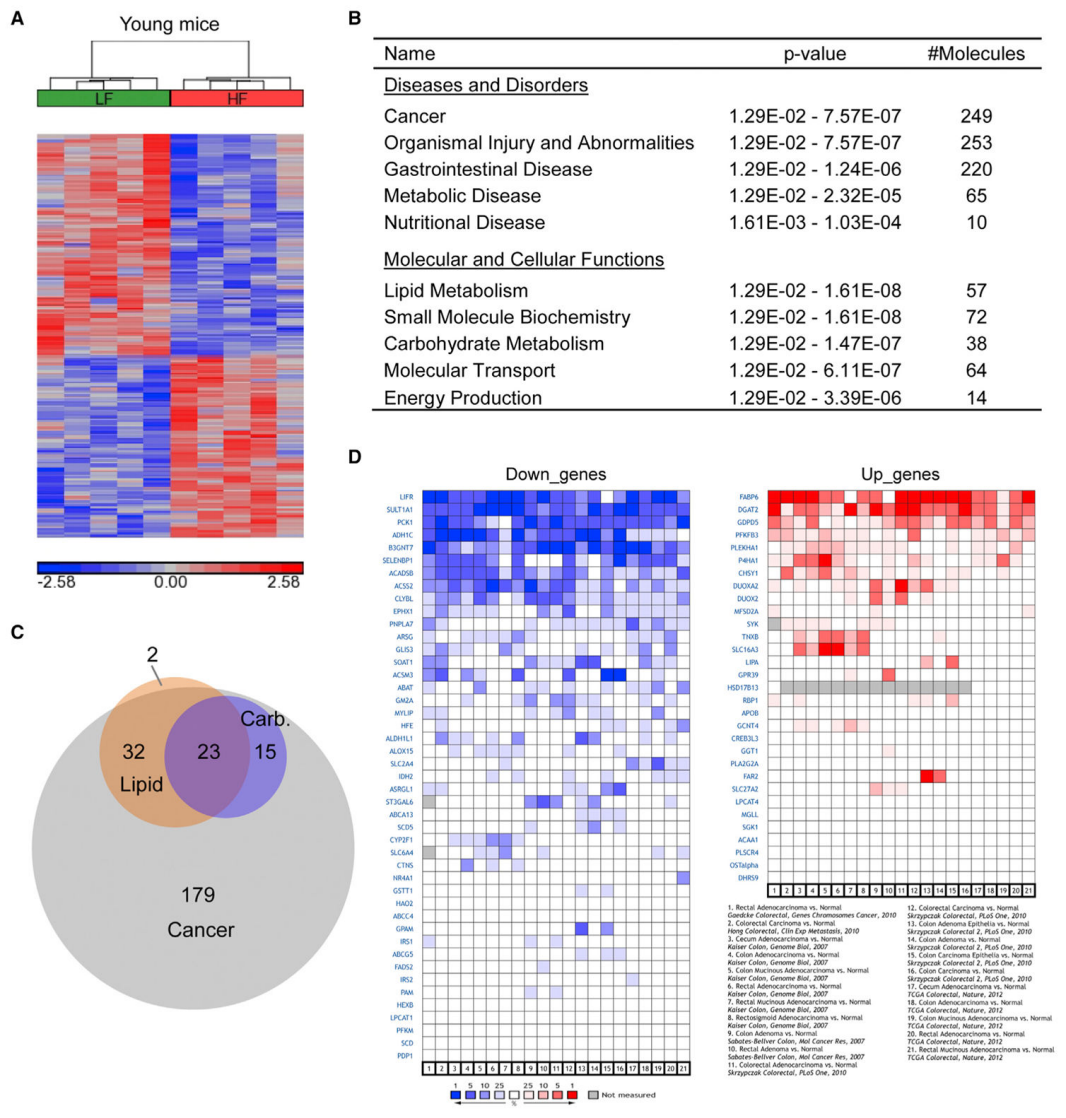
Obesity-Related DEGs in Young Mice Are Significantly Enriched with Metabolic and Cancer-Related Genes (A) The heatmap depicts the standardized expression levels of DEGs in young obese mice (HF) relative to control mice (LF). Red indicates overexpression and blue indicates underexpression. (B) IPA of obesity-related DEGs in young mice. The top five scoring hits in each functional category are shown, together with p values and the numbers of dysregulated genes in the enriched terms. (C) Overlap of dysregulated lipid and carbohydrate metabolism genes with dysregulated cancer-related genes in young obese mice. (D) The expression changes (blue, underexpression; red, overexpression) of lipid, carbohydrate, and amino acid metabolism genes that were dysregulated in young obese mice, in human CRC compared with normal colon/rectum. Left and right panels exhibit obesity-related down- and upregulated genes, respectively. See also Figure S1 and Tables S2 and S3.

**Figure 2:**
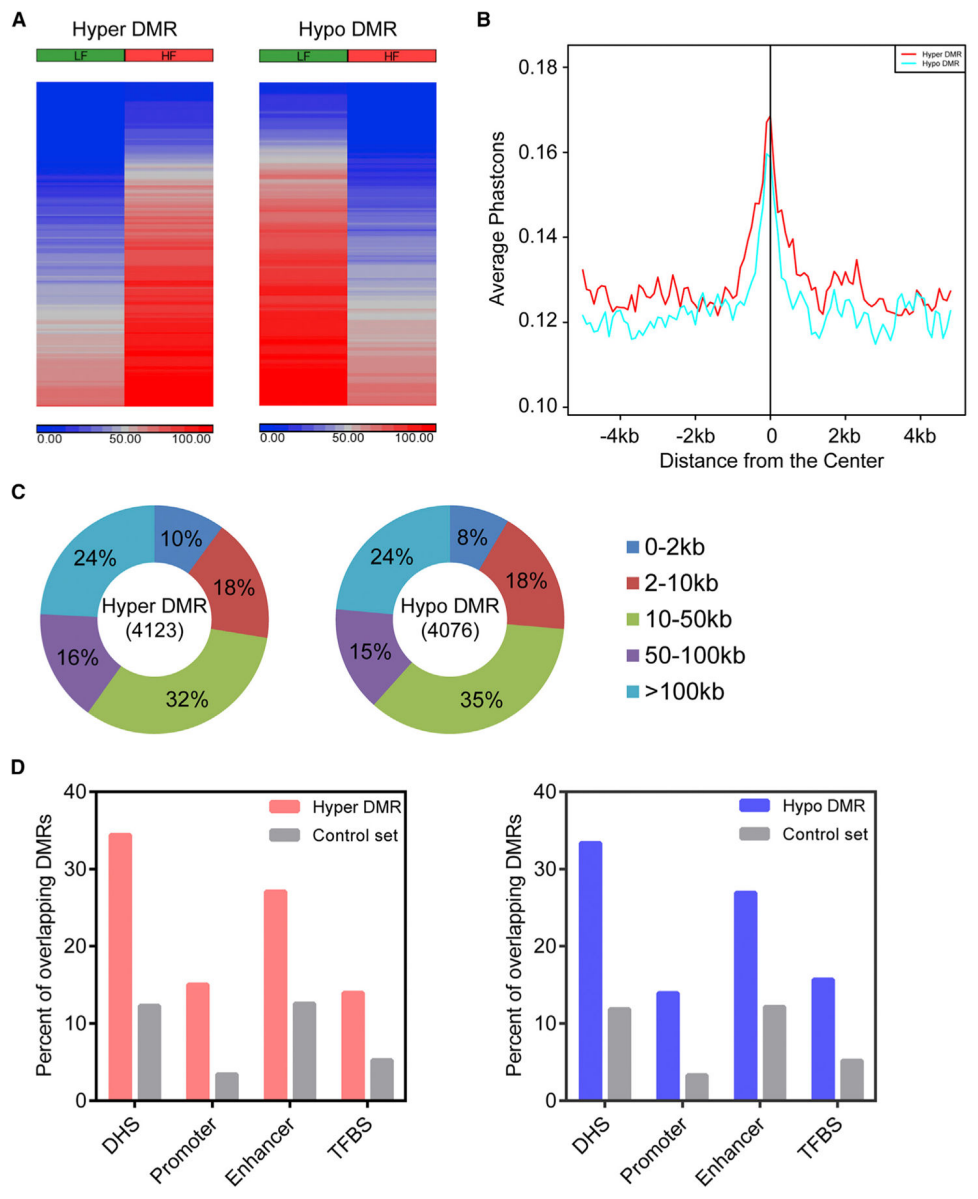
Obesity-Related DNA Methylation Changes Occur at Distal Regulatory Regions (A) The heatmaps depict DNA methylation levels of DMRs in young obese (HF) and control (LF) mice. Blue indicates unmethylated and red indicates fully methylated. (B) The underlying DNA sequences of DMRs are conserved across placental mammals. The average placental PhastCons score was plotted for a 10-kb window centered at the midpoint of DMRs. (C) Distance of DMRs to the nearest RefSeq gene transcription start site (TSS). (D) The percentages of DMRs or matched control regions overlapping with *cis*-regulatory regions defined using mouse ENCODE data. See also Figure S2 and Tables S1 and S4.

**Figure 3:**
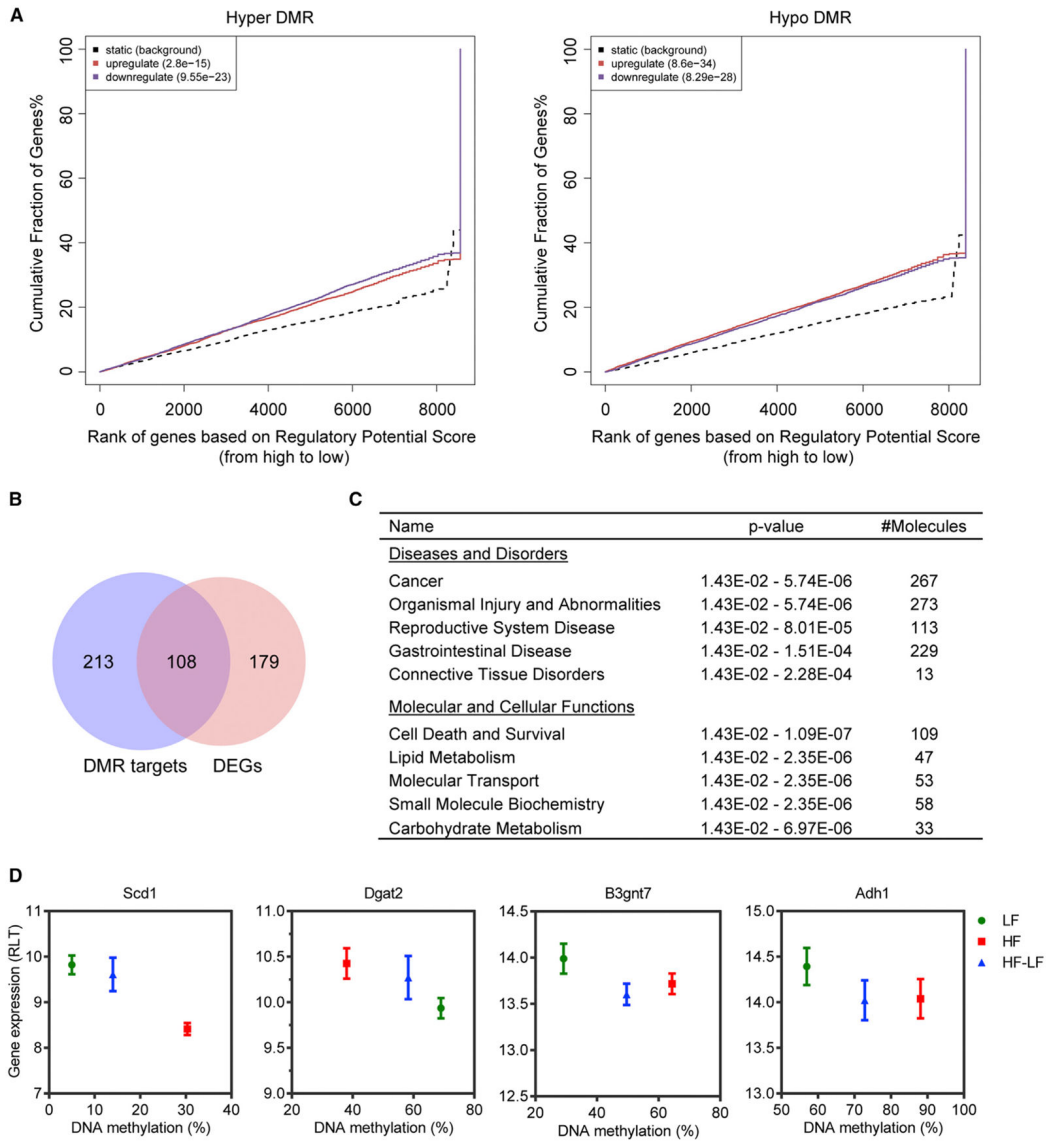
Obesity-Related DMRs Are Significantly Associated with DEGs (A) BETA with hyper-DMRs (left panel) or hypo-DMRs (right panel) and differential gene expression data (obese versus control) from young mice. The dotted line represents background genes not differentially expressed, whereas the red and the blue lines represent up- and downregulated genes in obese mice, respectively. The y axis indicates the proportion of genes in a category that are ranked at or better than the x axis value, which represents the rank on the basis of the regulatory potential score from high to low. The p values listed on the top left represent the significance of the UP or DOWN group relative to the NON group, as determined by Kolmogorov-Smirnov test. (B) Overlap of DMR target genes with obesity-related DEGs from young mice. (C) IPA of DMR target genes. The top five scoring hits in each functional category are shown, together with p values and the number of DMR target genes in the enriched terms. (D) Correlation between DNA methylation and gene expression at several metabolic genes. Error bars indicate SD. See also Figure S3.

**Figure 4:**
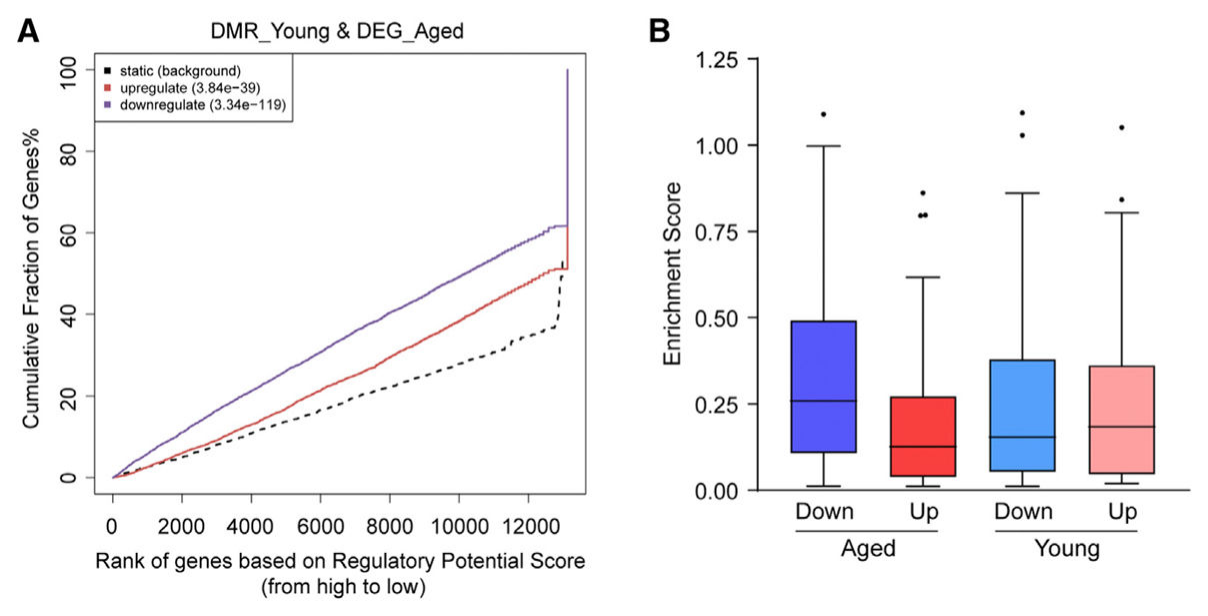
Obesity-Related DNA Methylation Changes at Young Age Prime for Future Gene Expression Changes after Aging (A) BETA with obesity-related DMRs from young mice and differential gene expression data from aged mice. (B) The enrichment scores of DMRs within 100 kb of obesity-related up- or downregulated genes from young and aged mice. In the box and whisker plot, the box indicates the 25th to 75th percentile, whiskers indicate 1.5 times the inter-quartile distance. See also Figure S4 and Table S4.

**Figure 5:**
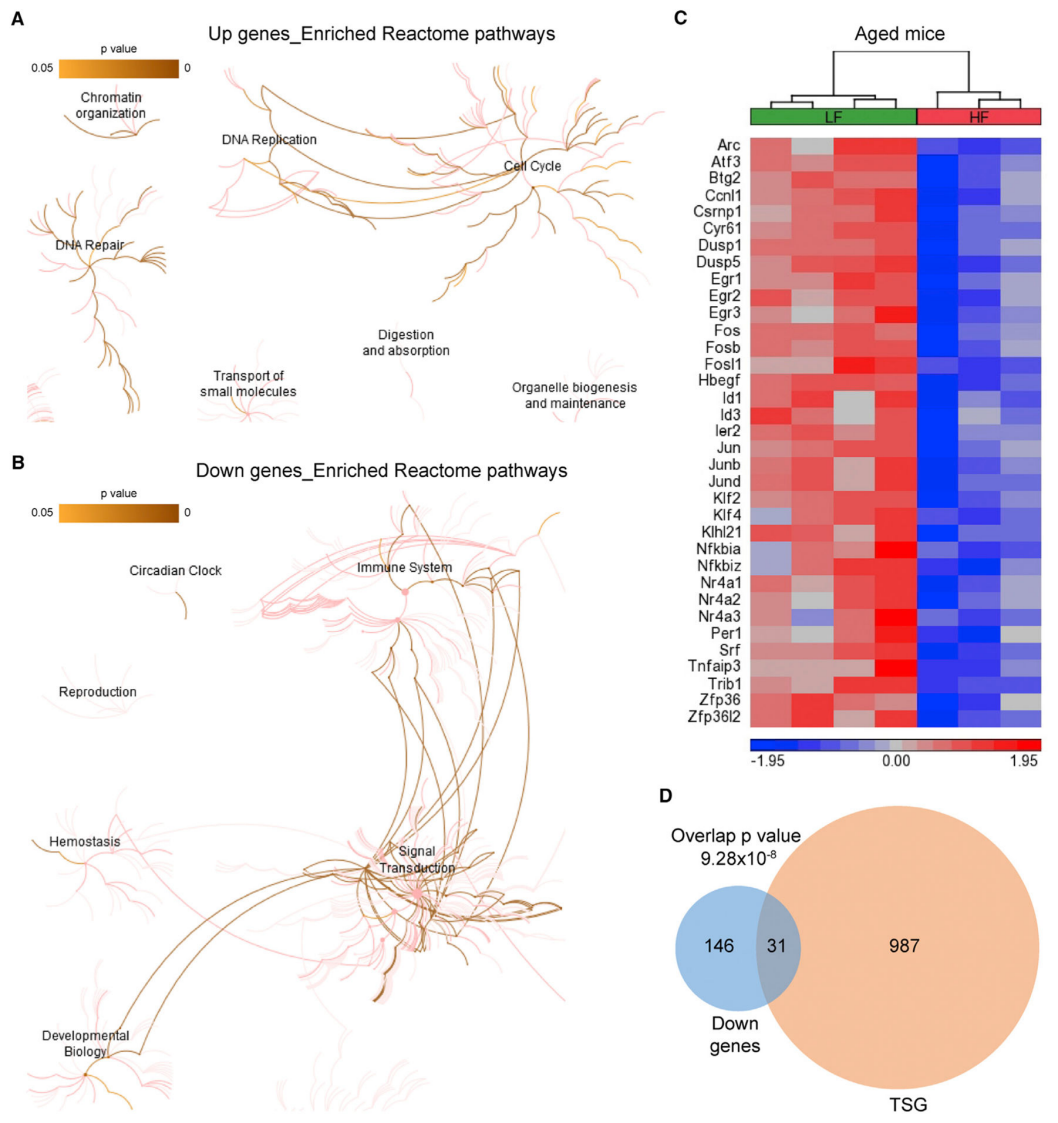
A Tumor-Prone Gene Signature in the Colonic Epithelium of Aged Obese Mice (A and B) The results of Reactome pathway enrichment analysis are shown for up- (A) and downregulated genes (B) in aged obese mice. The Reactome hierarchical pathway structure is shown with color corresponding to the significance of p values. The darker color is more significant. (C) The heatmap depicts the standardized expression levels of the 35 primary response genes in aged obese and control mice. (D) Overlap of tumor suppressor genes (TSGs) with downregulated genes in aged obese mice. Overlap p value was calculated using hypergeometric test. See also Figure S5 and Table S5.

**Figure 6:**
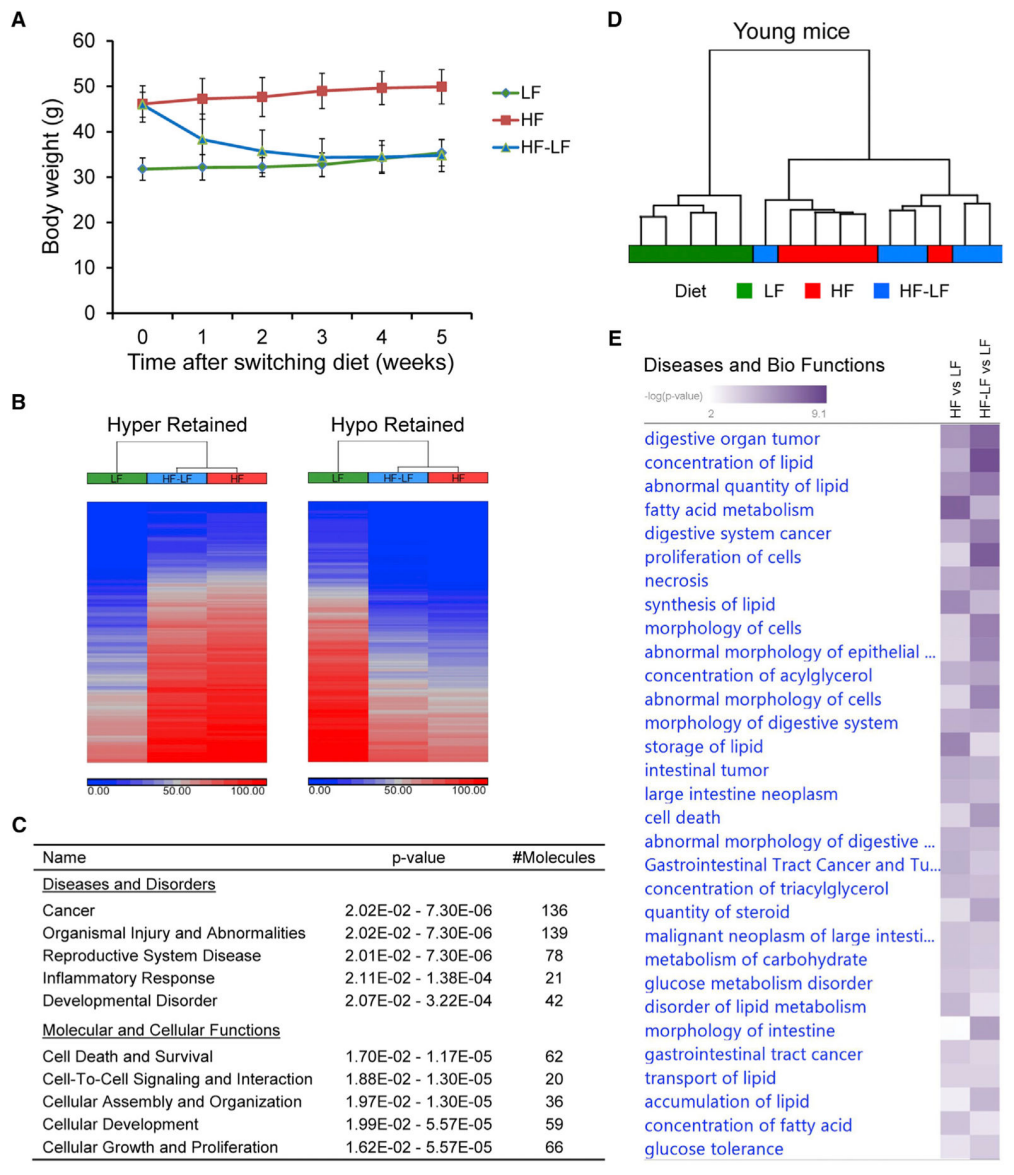
Persistent Changes in DNA Methylation and Gene Expression after Short-Term Weight Loss (A) Weekly body weight of control mice (LF), obese mice (HF), and formerly obese mice (HF-LF) after diet-switching. Data are represented as mean ± SEM (n = 5). (B) The heatmaps depict DNA methylation levels of retained DMRs in each group. Blue and red indicate unmethylated and fully methylated, respectively. (C) IPA of genes associated with retained DMRs. The top five scoring hits in each functional category are shown, together with p values and the number of retained DMR-associated genes in the enriched terms. (D) Hierarchical clustering of samples at obesity-associated dysregulated metabolic genes. Ward’s method was used with Euclidean distance calculated using standardized gene expression levels. (E) IPA comparison analysis showing the similarity between formerly obese mice and obese mice regarding the enriched diseases and biological functions. See also Figure S6 and Table S2.

**Figure 7:**
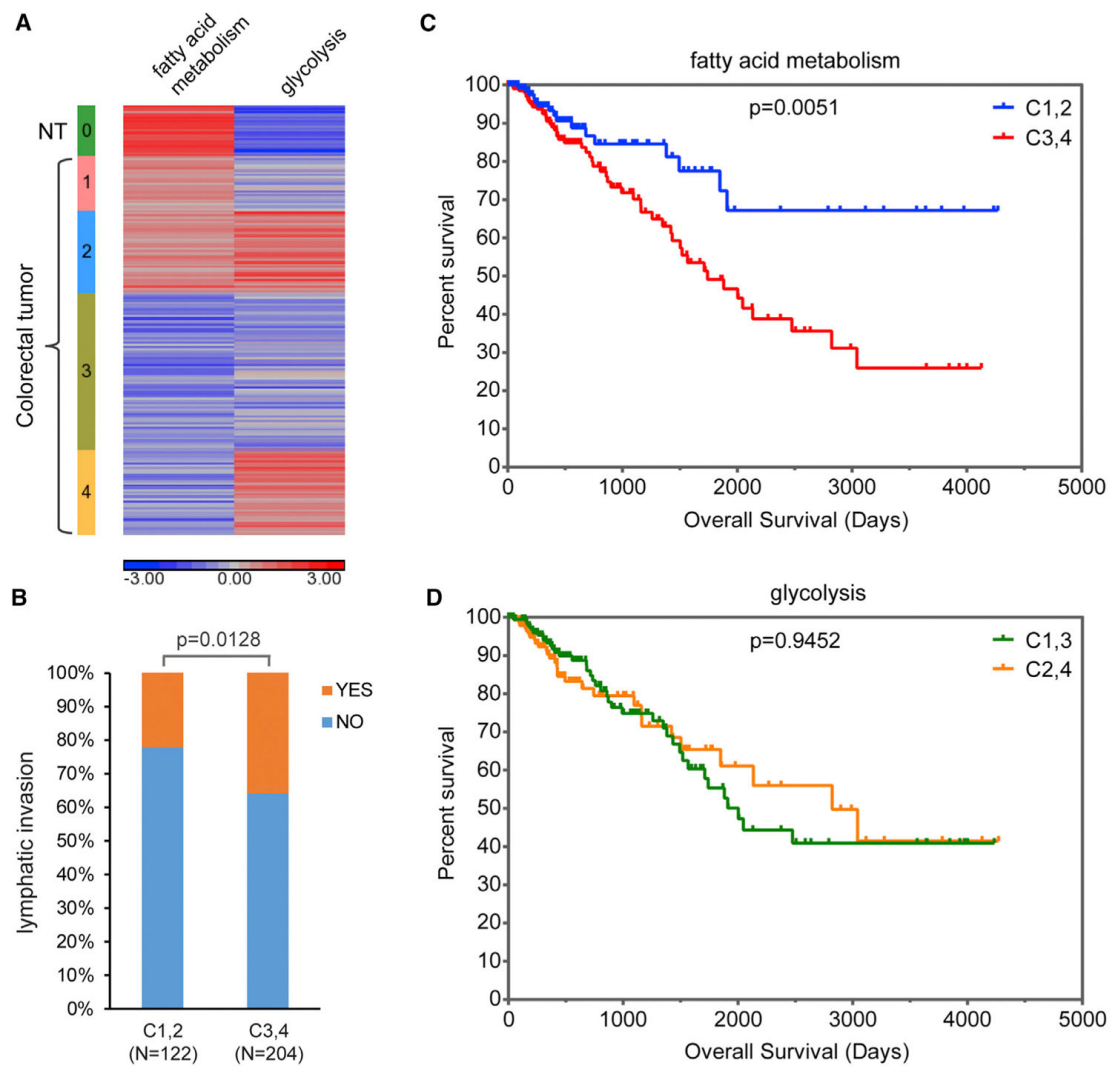
Fatty Acid Metabolism Is Associated with the Clinical Outcomes of CRC Patients (A) Stratification of CRC samples based on ssGSEA enrichment scores of two hallmark gene sets, FATTY_ACID_METABOLISM and GLYCOLYSIS. (B) The percentages of CRC patients with lymphatic invasion in the two groups defined by the fatty acid metabolism signature of their tumor samples. (C and D) Kaplan-Meier plots depict the overall survival of CRC patients stratified by either fatty acid metabolism (C) or glycolysis (D) in their tumor samples. See also Figure S7.

How the deposited data were processed for this re-analysis (not part of the article)

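RNA from the colonic epithelium of aged mice was analysed from 23 samples. From 6 weeks of age and for 43 weeks, LF mice were fed a diet with 10% of its calories from fat and HF mice a diet with 60%, and HF-LF mice were fed the 60% diet for 15 weeks and the 10% diet for 28 weeks. Batch 1 holds 4 LF, 3 HF and 4 HF-LF samples, whose groups and numbers are those of Table S1C, and these 11 samples are taken as the paper's. Batch 2 holds 4 LF, 3 HF and 5 HF-LF samples that the paper does not list. The replicate numbers were read from the sample labels. The paper's text does not say whether samples with the same number in the batches come from the same mouse, so each was treated as a separate mouse. The methods give 5 mice per regimen, while the batches together hold 8 LF, 6 HF and 9 HF-LF samples, so it is not established that all 23 samples are separate mice, and fits over both batches can count a mouse more than once.

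The authors deposited counts, the number of reads on each gene locus in each sample, without normalization. By the paper's methods, the authors filtered read pairs on base quality, trimmed adapters with CutAdapt, mapped the reads to mm10 with STAR and counted hits per gene with featureCounts, from stranded libraries depleted of ribosomal RNA. How reads that map to several genes were handled, and whether strand was used, is not stated in the methods text. The file lists 24917 loci, of which 5109 have no count in any sample. There are 369 symbols that stand at more than 1 locus, and they take 0.0250% of the counts. Between 29189922 and 46498521 reads per sample were counted on genes in batch 1 (median 36151372) and between 31607019 and 65320947 in batch 2 (median 38828993). A gene with 3 counts lies between 0.0459 and 0.103 CPM (counts per library scaled to equal totals) at these depths. Such floors cover counting error only, since the reads carry no molecular identifiers.

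Counts were fitted with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled by TMM factors, and genes were kept by edgeR's filterByExpr, which left 14428 genes in batch 1, 14377 in batch 2 and 14385 in both. Groups were compared with the quasi-likelihood F test, with the 3 groups in one fit. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.2 in either direction, the thresholds of the paper. The paper used DESeq2, whose version it does not give. Results are given first for batch 1, then for batch 2 and for both batches with batch as a covariate. Gene sets were tested with the two-sided rotation test fry of limma 3.58.1, adjusted over the 6 sets of a fit, and the value given for a set is the median log2 fold change of its tested genes. Since fry is not exact with groups this small, the mean change of a set in each sample was also compared with an exact permutation test. Differences between the batches were tested as an interaction between batch and diet. Single values per sample were compared with two-sided exact permutation tests, with labels exchanged within batches where both batches were used. With 3 samples against 4 the smallest p that such a test can give is 0.0286.

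Since no gene passed the thresholds between HF and LF mice in batch 1, results that needed such a list (the direction of change in batch 2, the position of HF-LF mice, their clustering and the distance to DMRs) used the 479 genes of Table S5A, matched by Entrez identifier. For the direction and the position this list had been named as an alternative from the start, and for the DMRs and the clustering it took the place of the list from edgeR once the result was known. The position score of a sample is the mean, over these genes, of the difference in log2 CPM from the LF mean in the direction of Table S5A, scaled so that the LF mean is 0 and the HF mean 1 in each batch. Clustering used Ward's method with Euclidean distances on standardized values, as the legend of Figure 6D gives for young mice. Figure S6F, which shows the aged mice, was not read, so its settings may differ. DMRs come from the part of Table S4A that could be read, and only the 3 chromosomes that this part covers from end to end were used, with a window of 100 kb around transcription starts.

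The named genes are the negative regulators, stress kinases and subunits of complex I and ATP synthase that the paper names in its results for aged mice, the 35 genes of Figure 5C, 5 markers of Table S6 and, for genes listed at both life stages, 5 genes with the largest change. Elk1 and Elk4, which the paper also names there, were not among them. These 5 were to be ranked by the values here among genes called here, but no gene was called between HF and LF mice of batch 1, so they were taken by the change in Table S5A. Ranked by the values here, Cdk14 would stand in the place of B3galt2, and its alternatives were not computed. The rule also named the genes with the largest rises and falls past the threshold in batch 1, but 0 genes met that part. Gene sets were the 35 genes of Figure 5C, all histone genes by symbol, the S-phase and G2/M lists of the Seurat package in mouse symbols and the cytosolic aminoacyl-tRNA synthetases. The set of complex I subunits holds the genes with symbols Ndufa, Ndufb, Ndufc, Ndufs or Ndufv plus a number, and leaves out subunits with other symbols. All these sets follow themes that the paper reports for the mice of batch 1. Sets for clock genes, hypoxia, fatty acid oxidation and the markers of muscle, immune cells and fibroblasts were written from general knowledge before they were tested.

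The alternatives tried were all 23 samples, batch 2 alone, the summed counts of same-numbered samples, the replicate number as a block, DESeq2's size factors in edgeR, no filter on low counts, a filter of at least 10 counts in every sample, only the 2 groups compared, leaving out each sample, DESeq2 1.42.0 with and without its normal prior, limma's voom with sample weights, no fold change threshold and one of 1.5, camera in place of fry, and other gene lists, DMR windows and linkages. The tests were also run on simulated data with 200 changed genes at the spread of each batch. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The bisulfite sequencing, the RNA data of young mice, the metabolites and the human tumor data were not analysed here. The tumor suppressor gene list was not analysed here, and the pathway and upstream regulator analyses were not repeated.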

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

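The tests of the difference between the batches, of marker genes of other cells between HF-LF and HF samples, and of ribosomal RNA content within groups were chosen only after the results they concern were seen. Across 42 measures, 168 groups of 4 or 5 samples were searched for a sample far from the others by Dixon's ratio (the gap to the nearest sample over the range of the group). Of these groups, 12 passed the 95% critical value, where chance gives 8.4. The HF groups, with 3 samples each, were not searched. Among the mice of batch 1, HF mouse 3 lay farthest from the LF mean in the score of every gene set and in position (1.45). Its library had the lowest ribosomal RNA content of batch 1, 4.16% by Table S1C.

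HF-LF mouse 2 of batch 1 stood apart from the other HF-LF mice in the score of the 35 primary response genes, at -0.11 where the others lay between -0.67 and -0.63 (Dixon's ratio 0.917). The same mouse stood apart in Acta1 (0.836), Map4k2 (0.897) and Smad6 (0.850), in each case above the other HF-LF mice and near the LF mice. Its library had the highest ribosomal RNA content in batch 1, 9.40% by Table S1C. Within the groups of batch 1, the score was related to the ribosomal RNA content (Pearson's r = 0.759 over 11 samples centred on their groups, exact permutation within groups, p = 0.0391 over 3456 permutations). Spearman's rho was 0.646 (exact permutation within groups, p = 0.0703). This mouse and LF mouse 3 were the 2 samples whose ribosomal RNA content lay farthest from that of their own group. Without them, Pearson's r was 0.740 (exact permutation within groups, p = 0.181), so the relation is not established without these samples. Library size did not account for it, since the ratio was 0.951 after every library was thinned to the smallest total. A candidate explanation is therefore RNA quality or tissue handling that moves both measures (exact permutation p = 0.0391), and the position of this mouse cannot be told apart from that. A slower return of the other HF-LF mice is another hypothesis, which these data do not separate from it.

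LF mouse 2 of batch 1 had the smallest total of its group, 29189922 counts where the next LF mouse had 35594242 (Dixon's ratio 0.920). It also stood below the other LF mice in the position score, at -0.234 where the others lay between 0.0606 and 0.0922 (0.903), and above them in Tnfaip3 (0.903). After thinning to equal totals its ratio in the position score was 0.907, so its smaller library did not put it apart. No biological explanation was tested, since the design gives none within a group.

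The other single samples were LF mouse 1 of batch 1 in Chga (0.923), LF mouse 3 of batch 1 in Lgr5 (0.925), LF sample 4 of batch 2 in Cish (0.947), LF sample 1 of batch 2 in Map4k5 (0.908) and LF sample 3 of batch 2 in Mapk12 (0.841). Chga and Lgr5 mark rare cells, and a share of such cells that varies between samples was not tested. With 12 groups found and 8.4 given by chance, most of these cannot be told from chance, and no biological explanation was tested for them.

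The change of the 35 primary response genes between HF-LF and LF mice differed between the batches, with a median of -0.43 in batch 1 and -0.02 in batch 2 (fry on the interaction, 0.0333 before adjustment). In batch 1 all 4 HF-LF mice had a score below the LF mean, and in batch 2, 3 of 5 did. This was 1 of 18 such tests, and with Benjamini-Hochberg adjustment it had an adjusted p = 0.299, so it may be a test that passed by chance. The genes were chosen from calls that use the LF mice of batch 1, which by itself puts other mice of batch 1 below them and adds to this difference. Gene length and GC content did not account for it: 97.4% of the difference was kept after their trend was removed. The batches differ in ways that the labels do not describe, and a difference between mice of the batches cannot be told apart from one in the handling of the samples.

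In batch 2, which the paper did not use, 1069 genes passed the thresholds between HF and LF samples, with 4761 at an unadjusted p under 0.05. Thinned to equal totals, 96.6% as many genes passed. The share of counts on the 10 largest genes did not differ (two-sided exact permutation test, p = 0.6). Of the 4 sets of marker genes of other cells, none passed 0.05 after adjustment, and the smallest adjusted p was 0.0618, shared by the skeletal muscle, smooth muscle and immune markers. The smooth muscle markers were lower in HF samples by a median of -2.31 in all 8 genes, and the fibroblast markers by -1.10 in all 6. The immune markers were lower by -0.33 in 5 of 6 genes, while the 1 skeletal muscle gene tested was higher (0.32). A smaller admixture of such cells in HF samples thus cannot be ruled out for part of the changes in batch 2. Among the 8 splits of the 4 LF and 3 HF samples that part as many same-numbered samples as the real one, 2 gave as many genes, the real one and one that exchanges the labels of LF and HF samples 1 to 3, which gave 2064. The other splits of the 35 part fewer same-numbered pairs, and over all 35 the count was also 2. The exchanged split puts HF samples with LF sample 4, so most of its contrast is the real one with its sign turned, and 8 splits cannot give a share under 0.05. Over both batches, 2 of 64 splits gave as many genes, 2605 in the real one and 2661 in the other. A difference by diet is thus a hypothesis that these tests leave open in batch 2 alone.

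Between HF-LF and HF samples of batch 2, 2084 genes passed, with 5493 at an unadjusted p under 0.05, and none of the other splits gave as many (1 of 8, the real one). Thinned to equal totals, 97.2% as many passed. Marker genes of immune cells were higher in HF-LF samples by a median log2 fold change of 0.55 in all 6 genes (adjusted p = 0.000825), so a larger share of immune cells may account for part of these genes. The same markers were also higher in HF-LF than in LF samples of batch 2, by a median of 0.37 in all 6 genes (adjusted p = 0.0176), where only 1 gene passed (Scand1, named after its value was seen; 669 at an unadjusted p under 0.05), which speaks against immune cells as the source of most of the 2084 genes.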

How the results depend on the processing

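The list of genes from batch 2, the list of Table S5A for the DMRs, and the other linkages and the list of Table S2A for clustering were chosen only after the results were seen. The cause of the changes below was not tested unless a value is given for it.

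Where a list from edgeR on batch 1 was needed, that list was empty and Table S5A took its place, so its alternatives could not be run. The counts of genes between HF and LF mice depended on the processing. They stayed at 0 higher and 0 lower genes (3198 at an unadjusted p under 0.05) with at least 10 counts in every sample, only the 2 groups compared, and other fold change thresholds. With all 23 samples they were 1294 and 1311, with batch 2 alone 436 and 633, with same-numbered samples summed 1229 and 1224, with the replicate block 30 and 62, with DESeq2 without its prior 281 and 199, with DESeq2 and its normal prior 285 and 195, and with limma's voom 1160 and 1262. The count of lower genes was 1 with DESeq2's size factors in edgeR (Acta1) and 2 without a filter on low counts (Acta1 and Plk3), named after their values were seen. Over the 11 fits that each left out one sample, higher genes ranged from 0 to 765 and lower genes from 0 to 587, with the highest counts without HF replicate 2.

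Genes differing between HF-LF and LF mice numbered 0, and 0 again with all 23 samples, 1 with batch 2 alone (Scand1), 1 with summed samples (Rnu12), 8 with DESeq2 without its prior, 7 with its normal prior, and 0 to 6 across the fits that each left out one sample. Genes differing between HF-LF and HF mice numbered 1 (Scd1), and 1488 with all 23 samples, 2084 with batch 2 alone, 1490 with summed samples, 0 with the replicate block, 0 with only the 2 groups compared, 2 without a filter (Scd1 and H2-Q10), 14 with DESeq2 without its prior, 12 with its normal prior, 3 with limma's voom (C3, H2-Q10 and Scd1) and 0 to 3 across the fits that each left out one sample. The genes in these small counts were named after their values were seen.

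For the gene sets, passing means a p of fry under 0.05 before adjustment, and the values are median log2 fold changes. The primary response genes passed in every alternative tried (-0.92 to -0.57 with single samples left out). The histone genes did not pass with batch 2 alone (0.32), and had 0.65 to 1.13 with single samples left out. The S-phase genes did not pass with batch 2 alone (0.10) or with the replicate block (0.51), and had 0.32 to 0.64 with single samples left out, where 4 of 11 fits did not pass. The G2/M genes did not pass with batch 2 alone (0.17), with summed samples (0.34), with the replicate block (0.58) or with only the 2 groups compared (0.61), and had 0.43 to 0.86 with single samples left out, where 7 of 11 fits did not pass. The aminoacyl-tRNA synthetase genes did not pass with only the 2 groups compared (0.40), and had 0.15 to 0.52 with single samples left out, where 3 of 11 fits did not pass. The complex I genes, which did not pass on batch 1 (0.33), passed with all 23 samples (0.27), batch 2 alone (0.23), summed samples (0.28) and camera in place of fry (0.33), and had 0.22 to 0.48 with single samples left out, where 1 of 11 fits passed. Camera takes the genes of a set as nearly independent, which gives smaller p-values.

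The mean position of the HF-LF mice of batch 1, 0.396 with the genes of Table S5A, was 0.356 with the genes listed as higher and 0.456 with those listed as lower (two-sided exact permutation test against LF mice, p = 0.0571 for each), and 0.310 with the genes from batch 2 (two-sided exact permutation test, p = 0.229). In batch 2 it was -0.101, and 0.133 with the genes from batch 2, a reversed sign within the spread of the LF samples. The odds ratio of genes with a DMR, 1.16, became 0.610 within 10 kb, 0.818 with hyper-DMRs alone and 0.836 with the genes from batch 2, all on the other side of 1 without passing Fisher's exact test, and 1.61 with hypo-DMRs alone, which did pass it (Fisher's exact test, p = 0.0421 before adjustment). Of the 5 HF-LF samples of batch 2, 1 clustered with the HF samples, and 0 did with the genes of Table S2A or with the genes from batch 2. With the genes of Table S5A, 0 did when the tree was cut into 3 clusters in place of 2. Of the 4 HF-LF mice of batch 1, 3 clustered with most HF mice, and 1 did with the genes from batch 2.

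For the 34 named genes, 748 values were computed under alternatives. Of these, 536 kept their direction and their side of the threshold, 193 kept their direction and passed the threshold, and 19 changed direction, all of them in markers that did not differ. Chga had 0.0129 with all 23 samples, 0.0506 with batch 2 alone, 0.0522 with summed samples and -0.29 to 0.14 with single samples left out. Ascl2 had 0.0887 with all 23 samples, 0.36 with batch 2 alone, 0.16 with summed samples, 0.13 with limma's voom and -0.56 to 0.14 with single samples left out. Muc2 had 0.0725 with limma's voom and -0.21 to 0.18 with single samples left out. Lgr5 had 0.18 with limma's voom and -0.19 to 0.16 with single samples left out. DESeq2's size factors moved the median log2 fold change of all genes in batch 1 to 0.000485. Depth limits few of these results: Nr4a3, the least abundant named gene in HF mice, had 0.785 CPM there in batch 1, above the floor of 0.103 that 3 counts give in the smallest library. In simulated data at the spread of batch 1, edgeR recovered 19% of genes changed by 0.5 log2 units and 86.5% of those changed by 1.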

Differences from the paper's values

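The paper lists 285 genes as higher and 194 as lower in aged HF mice (Table S5A), and the values here were 0 and 0 with edgeR on the same 11 samples (3198 genes had an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of both counts, with 285 higher and 195 lower genes with its normal prior and 281 and 199 without it. None of the other 22 alternatives did, with values between 0 and 1294 for higher and between 0 and 1311 for lower genes.

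The paper counts 35 primary response genes as lower in aged HF mice, and 0 of them passed the thresholds here, while all 35 had an unadjusted p under 0.05. All 35 passed with DESeq2 with and without its normal prior, with limma's voom, with all 23 samples and with same-numbered samples summed, and 32 passed without HF replicate 2. The other alternatives set before the data were examined did not reach it, among them batch 2 alone with 21 and the replicate block with 16.

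Of 69 log2 fold changes that the paper's tables give for the named genes, 53 did not differ from the values here by more than the spread between replicates, and 16 did. For the markers, the aged values that Table S6 gives for HF-LF against HF carry the sign of HF minus HF-LF. They were therefore compared as HF against HF-LF. The paper's log2 fold change is -0.87 for Dusp5, against -1.25 here. For Mapk12 the paper has -0.70, against -1.09. For Arc it has -0.78, against -1.30, and for Cyr61 -0.79, against -1.27. For Egr2 the paper's value is -0.67, against -0.98, and for Egr3 -0.58, against -1.35. For Fosb it is -0.61, against -1.32, for Fosl1 -0.64, against -0.94, and for Hbegf -0.67, against -0.83. For Klf2 the paper has -0.92, against -1.40. For Nr4a1 it has -0.79, against -1.33, for Nr4a2 -0.72, against -1.25, and for Nr4a3 -0.56, against -1.45. For Acta1 the paper's value is -1.11, against -1.48, for Lyz1 1.04, against 2.06, and for Scd1 -0.87, against -1.30.

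With DESeq2's normal prior, set before the data were examined, none of these 16 values differed from the paper's. Over the 479 genes of Table S5A, the largest difference from the paper was then 0.0114 log2 units. With DESeq2 without the prior, 15 of the 16 still differed (all but Nr4a2). The shrinkage of fold changes by this prior thus accounts for the gaps on the same 11 samples. Other alternatives moved the values here, and a gap closed by them does not show a disagreement between mice. Dusp5, Mapk12, Egr2, Fosl1, Nr4a1 and Nr4a2 no longer differed with all 23 samples, with batch 2 alone or with same-numbered samples summed. Hbegf no longer differed with all 23 samples or with same-numbered samples summed, and Egr3 and Fosb with batch 2 alone. With limma's voom, Mapk12, Nr4a2 and Scd1 no longer differed, and Nr4a2 also without a filter on low counts. Leaving out HF replicate 3 closed the gap for Mapk12, Cyr61, Egr2, Egr3, Fosb, Hbegf, Klf2, Nr4a1, Nr4a2 and Scd1, and leaving out LF replicate 2 for Egr2, Egr3, Fosl1, Nr4a1, Nr4a2 and Nr4a3. Without LF replicate 3, Fosl1, Nr4a1, Nr4a2, Acta1 and Scd1 no longer differed, and without HF replicate 1, Egr2, Fosl1 and Nr4a1. Scd1 also no longer differed without LF replicate 1 or without HF replicate 2, and Egr2 without LF replicate 4. The replicate block, DESeq2's size factors in edgeR, the filter of 10 counts, only the 2 groups compared, leaving out any HF-LF sample and the other fold change thresholds closed none of the gaps. For Arc and Lyz1, DESeq2's normal prior was the only alternative that did.

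Of the 34 genes named one by one, none passed the thresholds here between HF and LF mice of batch 1, while the paper calls all of them but Ndufa8 and the 5 markers. At the thresholds, 28 of the 34 passed with DESeq2 with and without its normal prior and with limma's voom, 26 with all 23 samples and without HF replicate 2, 25 with same-numbered samples summed and 16 with batch 2 alone. With the replicate block 9 passed, Dusp5, Smad6, Mark4, Acta1, Lyz1, Scd1, Nr4a1, B3galt2 and Srf. Acta1 passed with DESeq2's size factors in edgeR and without a filter on low counts, Acta1 and B3galt2 without LF replicate 4, and Dusp5, Acta1 and Srf without HF-LF replicate 2.

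The paper names Ndufa8 among the genes that are higher in aged obese mice, and it is not in Table S5A. Here it was higher by 0.26 with an adjusted p of 0.275, and it did not pass the thresholds in any of the 22 alternatives in which it was tested. The paper states that formerly obese mice cluster with control mice and not with obese mice. It refers to Figure S6F, which was not read here, so its exact genes, values and linkage may differ from those used here. With the genes of Table S5A, 3 of the 4 HF-LF mice of batch 1 clustered with the 3 HF mice, as they did with complete linkage and with Ward's method without squared distances, and 4 of the 5 HF-LF samples of batch 2 clustered with 3 LF samples. With average linkage, or with the genes of Table S2A, all chosen after the values had been seen, the 4 HF-LF mice of batch 1 clustered with the 4 LF mice and with 2 HF mice. With the genes of Table S2A in batch 2, the 5 HF-LF samples clustered with the 4 LF samples and none with the 3 HF samples. With the genes that passed in batch 2, also chosen after the values had been seen, 3 of the 4 HF-LF mice of batch 1 clustered with the 4 LF mice and 1 HF mouse, and all 5 HF-LF samples of batch 2 with the 4 LF samples. The paper states that the DMRs are associated with the genes that differ in aged mice, more so with the lower ones. On the 3 chromosomes examined, the odds ratio was 1.16 for all genes of Table S5A (Fisher's exact test, p = 0.567) and 1.75 for the lower ones (Fisher's exact test, p = 0.184), and 2.83 for the lower ones with hypo-DMRs alone, a combination singled out after its value was seen (Fisher's exact test, p = 0.00857, adjusted p = 0.308 over 36 tests). For the lower genes from batch 2, with hypo-DMRs alone, it was 1.06 (Fisher's exact test, p = 0.820).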

Other observations

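The test of same-numbered samples, the tests of ribosomal RNA content against the position score, the test of the difference between batches and the exact permutation tests of the clock, hypoxia and fatty acid scores were chosen only after the results were seen, and the other tests were set before the results they concern. The design, the alternatives and the gene sets were chosen before the data were examined, apart from those named as added later.

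How often other splits of the samples gave as large a result was counted for each comparison, with the real split included and with splits that part as many same-numbered samples as the real one. In batch 1, 8 of 8 splits gave as many genes between HF and LF mice, since every one gave 0, and 1 of 8 gave as many genes at an unadjusted p under 0.05 (3198, the next 2705). With DESeq2, 1 of 8 gave as many as the real 480 genes (the next 197). Of all 35 splits, 2 gave as many genes with DESeq2 (929 in the other one, which parts 2 same-numbered pairs where the real one parts 3), and 3 gave as many at an unadjusted p under 0.05 with edgeR (3656 and 3673 in the others). Between HF-LF and LF mice, 8 of 8 splits gave as many in batch 1, 1 of 16 in batch 2 and 100 of 100 splits, drawn with a fixed seed, in both batches. Between HF-LF and HF mice, 1 of 8 gave as many in batch 1 and 1 of 64 in both batches (1488 genes, the next 207). The direction of the genes of Table S5A in batch 2 was met by 1 of 8 splits (94.8%, the next 87.3%). Of all 35 splits, 1, the real one, gave as large a share. The next gave 94.6%, nearly the same, in a split that parts 2 same-numbered pairs. For the gene sets between HF and LF mice of batch 1, the real split gave the largest median in all 6 sets, 1 of 8 each. Of all 35 splits of batch 1, most of which part fewer same-numbered samples, 5 gave as large a median for the G2/M genes, 5 for the complex I genes and 1, the real one, for each of the others. The primary response genes were chosen from calls on these mice, so their counts in batch 1 and over both batches were fixed in part beforehand. In batch 2, 1 of 8 splits gave as large a median for them, 4 of 8 for the S-phase genes, and 2 of 8 for each of the histone, G2/M, aminoacyl-tRNA synthetase and complex I genes. Of all 35 splits of batch 2, 1 did for the primary response genes, 3 for the histone, 8 for the S-phase, 5 for the G2/M, 3 for the aminoacyl-tRNA synthetase and 2 for the complex I genes. A share under 0.05 cannot be reached with 8 splits. Over both batches, 1 of 64 splits gave as large a median for the primary response, histone, S-phase and aminoacyl-tRNA synthetase genes, 2 of 64 for the complex I genes and 3 of 64 for the G2/M genes. The split that came closest in batch 1, with the labels of samples 1 to 3 exchanged between LF and HF, holds most of the real contrast with its sign turned.

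The absence of genes past the thresholds between HF and LF mice in batch 1 was weighed against a larger spread between samples. In simulated data with the spread of batch 1, edgeR recovered 86.5% of genes changed by 1 log2 unit, and with the spread of batch 2 it recovered 96.5%. At a change of 0.5 log2 units it recovered 19% and 65.5%. In these simulations the spread of batch 1 thus cost mainly smaller changes (19% against 65.5% recovered, where 86.5% was recovered at 1 log2 unit). In the mice of batch 1, edgeR's test did not call larger changes either. Among them were Lyz1 (log2 fold change 2.06), Nr4a1 (-1.33) and Scd1 (-1.30), each with adjusted p = 0.137 in that test. The simulations therefore do not exclude the spread between samples as a reason for the loss of larger changes. In the same simulations at 1 log2 unit, 4.42% of edgeR's calls and 15.1% of the calls of DESeq2 with its normal prior were genes that had not been changed, and at 0.5 log2 units 11.6% and 27.1%. For limma's voom with sample weights these shares were 5.59% and 12.5%, near those of edgeR, although voom called many genes in the mice of batch 1. The HF mice of batch 1 had a biological coefficient of variation of 0.204, against 0.0937 in batch 2. The LF mice of batch 1 had 0.134, whereas the simulations gave all groups of a batch the same spread. These shares therefore do not tell which count of genes in batch 1 is right.

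Ribosomal RNA content, known from Table S1C for batch 1 only, was lower in HF than in LF mice (two-sided exact permutation test, p = 0.0857) and was tested as an explanation of the differences between them. With it as a covariate, 65.3% of the median change of the primary response genes was kept (-0.50, fry, adjusted p = 0.0576) and 63.1% of that of the histone genes (0.58, fry, adjusted p = 0.222). For the other sets, 36.2% was kept for the G2/M genes, 63.2% for the aminoacyl-tRNA synthetase genes, 60.9% for the complex I genes and 104% for the S-phase genes, whose median did not shrink. The number of genes at an unadjusted p under 0.05 between HF and LF mice fell from 3198 to 417. The change of the primary response genes is thus not fully explained by this covariate, but neither set passed 0.05 after adjustment with it. Within groups, the position score was also related to ribosomal RNA content (Pearson's r = -0.635, exact permutation within groups, p = 0.0752; Spearman's rho = -0.668, p = 0.0561), which did not pass 0.05. Without the 2 samples farthest from their own group in ribosomal RNA content, r was -0.589 (exact permutation within groups, p = 0.343). Diet and ribosomal RNA content differ together in batch 1, so part of the HF and LF difference in the sets that shrank may come from the handling of the RNA (65.3% and 63.1% kept).

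Gene length and GC content were tested in the same way. After removal of their trend, 94.3% of the median change of the primary response genes and 94.6% of that of the histone genes was kept in batch 1, and 76.4% and 87.4% in batch 2. Marker genes of other cells did not differ between HF and LF mice of batch 1 (smallest adjusted p of 4 sets, 0.249). The difference in size of the histone change between the batches was not established (fry on the interaction, 0.118 before adjustment, adjusted p = 0.299), although the histone genes passed in batch 1 and not in batch 2. No gene had an adjusted p under 0.05 for an interaction between batch and the HF against LF contrast, and 943 of 14385 had an unadjusted p under 0.05.

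The time of day at which mice were sampled could move primary response genes and clock genes together. Over both batches, a signed test of 16 clock genes, in phase against antiphase with Arntl, passed between HF and LF mice (two-sided fry, p = 0.0244, and p = 0.0204 in an exact permutation test of the scores within batches), with the antiphase genes lower by a median of -0.29 in 9 of 10 genes. The 6 genes in phase did not differ (3 higher and 3 lower), so the test rests on the antiphase genes. In batch 2 alone the antiphase genes had a median of -0.02 (two-sided exact permutation test of the scores, p = 0.486), whereas the primary response genes were lower in both batches. Per1 belongs to both lists. A difference in the clock therefore does not account for the lower primary response genes of batch 2, where the signed clock score did not differ either (exact permutation p = 0.6). In batch 1, where it did (exact permutation p = 0.0286, the smallest possible), the fall of these genes cannot be told apart from a difference in the time of sampling or in the clock itself. Figure 5B also shows the circadian clock among the pathways of the lower genes.

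Samples with the same number in the batches were compared as if they came from 1 mouse. Within each diet, the deviations of same-numbered samples from their group mean were correlated across batches with a mean Pearson's r of -0.0441 across genes, against 0.0151 for samples with different numbers, so the data give no sign that same-numbered samples come from the same mouse. Pairs with different numbers reached 0.341 and same-numbered pairs 0.230. The paper's methods give 5 mice per regimen, fewer than the samples of each diet, and mice shared between the batches under other numbers are not excluded. No pair of samples of a group was a copy of 1 library (79 pairs, smallest chi-square per gene 11.3, where resampled reads give about 1).

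Acta1, a skeletal muscle actin gene, was lower in HF mice in both batches (log2 fold change -1.47 over all 23 samples, adjusted p = 1.09e-06), and every HF sample was lower than every LF sample in each batch. Of the other skeletal muscle genes, 1 could be tested, and it was higher in HF mice (0.50), so the test cannot tell whether muscle RNA is the source. Egln3 and Slc16a3 were singled out after their rise in HF samples of batch 2 had been seen, and a hypoxia response was tested in batch 1. There the 18 hypoxia genes had a median of -0.20 (two-sided fry, p = 0.0685, and p = 0.143 in an exact permutation test of the scores), the opposite sign from batch 2 (0.21), so a hypoxia response to the diet was not borne out. Genes of fatty acid oxidation, which the paper discusses for young mice, were higher in aged HF mice over both batches, with a median of 0.24 in 22 of 24 genes higher (two-sided fry, p = 0.00787, and p = 0.00245 in an exact permutation test of the scores within batches). Neither batch alone passed the exact permutation test of these scores (p = 0.0857 in batch 1 and p = 0.0571 in batch 2). This is a hypothesis about aged mice that rests on a single set test, and the explanations weighed above for the other sets apply to it.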
